# Foxm1 regulates cardiomyocyte proliferation in adult zebrafish after cardiac injury

**DOI:** 10.1242/dev.201163

**Published:** 2023-03-14

**Authors:** Daniel A. Zuppo, Maria A. Missinato, Lucas Santana-Santos, Guang Li, Panayiotis V. Benos, Michael Tsang

**Keywords:** Heart regeneration, Foxm1, Cardiomyocyte proliferation, Cenpf, Binucleation, Zebrafish

## Abstract

The regenerative capacity of the mammalian heart is poor, with one potential reason being that adult cardiomyocytes cannot proliferate at sufficient levels to replace lost tissue. During development and neonatal stages, cardiomyocytes can successfully divide under injury conditions; however, as these cells mature their ability to proliferate is lost. Therefore, understanding the regulatory programs that can induce post-mitotic cardiomyocytes into a proliferative state is essential to enhance cardiac regeneration. Here, we report that the forkhead transcription factor Foxm1 is required for cardiomyocyte proliferation after injury through transcriptional regulation of cell cycle genes. Transcriptomic analysis of injured zebrafish hearts revealed that *foxm1* expression is increased in border zone cardiomyocytes. Decreased cardiomyocyte proliferation and expression of cell cycle genes in *foxm1* mutant hearts was observed, suggesting it is required for cell cycle checkpoints. Subsequent analysis of a candidate Foxm1 target gene, *cenpf*, revealed that this microtubule and kinetochore binding protein is also required for cardiac regeneration. Moreover, *cenpf* mutants show increased cardiomyocyte binucleation. Thus, *foxm1* and *cenpf* are required for cardiomyocytes to complete mitosis during zebrafish cardiac regeneration.

## INTRODUCTION

Cardiac regeneration is a phenomenon where multiple cell types respond after injury to replace damaged heart tissue. Urodele amphibians (Becker et al., 1974; Oberpriller and Oberpriller, 1974), zebrafish (Chablais et al., 2011; Gonzalez-Rosa et al., 2011; Poss et al., 2002; Raya et al., 2003) and neonatal mice (Porrello et al., 2011) possess this regenerative capacity, whereas others, such as medaka (Ito et al., 2014) and adult mammals (Rumyantsev, 1977), lack this ability. A major difference between regenerative and non-regenerative hearts is whether cardiomyocytes divide after injury to replenish the damaged tissue. Although some species retain this ability throughout their lifespan (Becker et al., 1974; Chablais et al., 2011; Gonzalez-Rosa et al., 2011; Oberpriller and Oberpriller, 1974; Poss et al., 2002; Raya et al., 2003), others possess a limited proliferative window that is lost as cardiomyocytes mature. In mice, neonatal cardiomyocytes can robustly divide after injury, but division rapidly decreases after post-natal day (P) 7 and fibrotic tissue persists at the injury site (Porrello et al., 2011). Understanding how this proliferative window is determined would allow us to stimulate cardiomyocyte proliferation in non-regenerative, injurysettings.

Embryonic cardiomyocytes activate multiple pathways that promote maturation within these cells. These processes include changes in sarcomere assembly, metabolism and cell cycle activity. Loosely organized myofibrils are produced in embryonic cardiomyocytes at the beginning of sarcomere assembly, but a large expansion in myofibril number occurs during cell maturation coupled with increased organization of the sarcomere into banded, contractile structures of the Z-line and M-line (Guo and Pu, 2020; Padula et al., 2021). In addition to this, mouse embryonic cardiomyocytes express genes encoding sarcomere components, such as *Myh7*, *Myl7*, and *Tnni1*, whereas adult cells predominantly express *Myh6*, *Myl2* and *Tnni3* after maturation (Guo and Pu, 2020; Padula et al., 2021). With increased contractile organization, adult cardiomyocytes also require higher levels of ATP to sustain cardiac function. Mature cardiomyocytes use fatty acid oxidation to generate substrates required for ATP generation via oxidative phosphorylation (Sartiani et al., 2007). These cells have increased mitochondria number, size, and more developed cristae that support the high levels of ATP required for contraction in adult cardiomyocytes (Papanicolaou et al., 2012). In contrast, embryonic cardiomyocytes are reliant on glycolysis as their primary energy source, which is shown through increased expression of the glycolysis initiation gene hexokinase 1 (*Hk1*) (Fritz et al., 1999) and the presence of immature mitochondria (Dai et al., 2017). Cell cycle activity is another hallmark that indicates the maturation status of cardiomyocytes as they switch from a proliferative state in embryonic cells and exit the cell cycle as they mature. During mouse development, cardiomyocyte proliferation peaks at embryonic day (E) 12 and P4-6. These cells have increased mRNA and protein levels of cyclins and cyclin-dependent kinases (CDKs) required for cell cycle progression (Kang et al., 1997; Soonpaa et al., 1996; Walsh et al., 2010). However, the expression of cyclin-dependent kinase inhibitors (CKIs) increases by P3-P6 and remains elevated in cardiomyocytes, preventing cell cycle progression (Ikenishi et al., 2012; Kang et al., 1997; Soonpaa et al., 1996; Tane et al., 2014). Concurrent with the reduction in cycling cardiomyocytes, the ploidy type begins to switch from mononucleated diploid to either mononucleated or binucleated polyploid cells (Bergmann et al., 2015; Mollova et al., 2013; Soonpaa et al., 1996). Taken together, this suggests that multiple regulatory programs coordinate to initiate cardiomyocyte maturation and attenuate the proliferation of these cells. Once cardiomyocytes mature in mammals, it becomes increasingly difficult to drive them into a regenerative state and this is one of the reasons why fibrotic tissue remains after cardiac injury.

Unlike mammals, adult zebrafish cardiomyocytes can dedifferentiate from a mature to an embryonic state and exhibit robust proliferation under different injury conditions (Gonzalez-Rosa et al., 2011; Poss et al., 2002; Raya et al., 2003; Wang et al., 2011). This makes them an ideal model to study which genes regulate the proliferative switch in these cells. In the cardiac resection model, 20% of the ventricle is surgically removed and a clot forms at the site of injury (Poss et al., 2002). Cardiomyocytes respond to induced stimuli at 3 days post-amputation (dpa) and begin to dedifferentiate and divide. By 7 dpa, cardiomyocyte proliferation peaks, and it decreases by 14 dpa. Using this model, studies have shown that cardiomyocyte proliferation can be activated via multiple factors (Gemberling et al., 2015; Han et al., 2019; Lien et al., 2006; Wu et al., 2016). However, many of these genes encode secreted ligands involved in cell non-autonomous activation of the cell cycle and the identification of downstream transcription factors required for cardiomyocyte proliferation is not well characterized.

In this study, RNA-sequencing (RNA-seq) was performed on uninjured and resected hearts to identify genes involved in mitotic regulation. *Forkhead box M1* (*foxm1*), a transcription factor, was significantly increased at 3 dpa and was deemed a candidate for injury-induced cardiomyocyte proliferation based on its known role in driving proliferation in cancer (Kalin et al., 2006; Kim et al., 2006; Madureira et al., 2006; Wang et al., 2008). Indeed, we show that *foxm1* is expressed in a subset of cardiomyocytes within the injury zone and that *foxm1* mutant hearts displayed significantly decreased cardiomyocyte proliferation. Transcriptome analysis of *foxm1* mutants revealed decreased expression of activator protein-1 (AP-1), glucose metabolism and G_2_/M phase cell cycle genes, indicating impaired cardiomyocyte proliferation. Of these G_2_/M genes, *centromere protein F* (*cenpf*), a canonical target of Foxm1, is required for the completion of chromatin segregation, and its depletion induces mitotic arrest in mammalian cells (Holt et al., 2005; Laoukili et al., 2005; Liao et al., 1995; Rattner et al., 1993). *cenpf* mutant hearts accumulate more binucleated cells, revealing a failure to complete mitosis. This study demonstrates the importance of Foxm1 as a regulator of cell cycle progression, but also reveals a role for Cenpf in cardiomyocyte mitosis during heart regeneration.

## RESULTS

### Identification of mitotic genes involved in cardiac regeneration

We previously determined that Dusp6, an ERK phosphatase, limits heart regeneration in zebrafish (Missinato et al., 2018). Heart regeneration in *dusp6* mutants was accelerated due to increased cardiomyocyte proliferation and neovascularization. To investigate transcriptome changes during the early stages of cardiac regeneration, we analyzed differential gene expression (DGE) in adult hearts collected from uninjured or injured WT and *dusp6* mutant zebrafish. Ventricular amputated hearts were extracted at 3, 7 and 20 dpa, and total RNA was isolated for RNA-seq. For analysis, wild-type (WT) and *dusp6* mutant data were combined based on their injury status as these were single bulk RNA-seq experiments. 

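Bulk RNA sequencing was analysed from adult zebrafish ventricles that were uninjured or collected at 3 days post-amputation (dpa). Each state had 1 library of WT hearts and 1 library of dusp6 mutant hearts, 4 libraries in all. The paper gives a pool of at least 8 hearts per condition and no number of hearts per library. The paper gives an age of 6 to 18 months for the fish and the sample labels give 6 to 12 months. The reads assigned to genes numbered 67236702 in the WT uninjured library, 64411062 in the dusp6 mutant uninjured library, 54229254 in the WT 3 dpa library and 55529362 in the dusp6 mutant 3 dpa library. The authors mapped the reads to the zebrafish genome GRCz11 and counted them per gene with CLC Genomics Workbench, and the deposited tables hold 25281 genes. From these counts, 20408 genes passed the filter on low counts and were tested with edgeR's quasi-likelihood F test after TMM normalization, with injury state as the only term. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 0.59 in size, the study's thresholds. As in the study, the WT and the dusp6 mutant library of a state served as its 2 replicates, so the spread between them includes any difference between the genotypes. The dusp6 transcript was not lower in the mutants, at 93.8 counts per 1000000 reads (CPM) in uninjured WT hearts, 201 in uninjured dusp6 mutant hearts, 235 in WT hearts at 3 dpa and 338 in dusp6 mutant hearts at 3 dpa. Mitochondrial transcripts took 16.0% of the reads in uninjured WT hearts, 16.9% in uninjured dusp6 mutant hearts, 8.00% in WT hearts at 3 dpa and 12.6% in dusp6 mutant hearts at 3 dpa. Haemoglobin transcripts took 1.35% and 0.954% of the reads in the WT and dusp6 mutant uninjured libraries, and 5.17% and 3.16% at 3 dpa.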

DGE analysis revealed that 1149 genes were significantly increased, whereas 153 genes were decreased, at 3 dpa (Fig. 1A; Table S1). 

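Ventricles at 3 dpa had higher levels of genes of the extracellular matrix, the epicardium and macrophages and lower levels of most genes of energy supply and of cardiomyocytes. Of 46 genes of fibroblasts and the extracellular matrix, 43 had a positive log2 fold change, with a median of 2.69. Among them, loxl2a, which encodes an enzyme that cross-links collagen, had a log2 fold change of 4.16, and timp2b, which encodes an inhibitor of matrix proteases, had one of 3.58. Of 39 macrophage genes, 34 were positive, and c1qb, a complement subunit made by macrophages, had a log2 fold change of 2.17. Of 83 genes of oxidative phosphorylation, 81 were negative, with a median of −1.12, and all 31 genes of fatty acid oxidation were negative, with a median of −1.18. The fatty acid oxidation enzyme acadl had a log2 fold change of −2.01. Genes of glycolysis fell too, with 33 of 40 negative and a median of −0.87. Most cardiomyocyte genes moved with them, with 35 of 40 genes of the sarcomere (median −0.97) and 14 of 16 genes of calcium handling and conduction (median −0.96) negative. The other 5 sarcomere genes were positive, among them ankrd1a and myh6. With 1 library left out in turn, their log2 fold changes ran from 4.79 to 5.74 and from 2.93 to 4.27. Of the genes named in Fig. 1, angptl2a, which encodes a secreted angiopoietin-like protein, had a log2 fold change of 4.99. The Wnt antagonist gene sost and the Dickkopf family gene dkk3b had log2 fold changes of 6.37 and 3.19, and the chromatin modifiers kmt5ab and hdac7b had 4.82 and 2.89. The DNA-binding factors pbx3b and alx4a had log2 fold changes of 1.47 and 1.74, and pou5f3 and zeb2b had 2.56 and 1.68. With 1 library left out in turn, the log2 fold change ran from 4.87 to 8.29 for sost, from 2.41 to 3.71 for dkk3b, from 4.45 to 5.83 for angptl2a, from 4.09 to 5.32 for kmt5ab, from 1.94 to 3.48 for hdac7b and from 1.69 to 3.13 for pou5f3. All 15 genes that the paper names for this comparison, dusp6 aside, were higher in both 3 dpa libraries than in both uninjured libraries. The study chose these genes on these same samples, so their direction is not independent evidence. Across all genes, 55.6% kept the 2 states apart, in either direction, where chance gives 33.3%. The matrix, macrophage, epicardium, oxidative phosphorylation, fatty acid oxidation, glycolysis, sarcomere and calcium handling lists each passed limma's camera test with a preset correlation between genes, and each had an adjusted p = 0.430 with an estimated correlation. For single genes, the quasi-likelihood test in edgeR called 0 genes higher and 0 lower, with a lowest adjusted p of 0.0674, and at an unadjusted p under 0.05 it gave 2768 higher and 1507 lower genes where chance would give about 1020. The Wald test in DESeq2 called 1256 genes higher and 268 lower, and the likelihood ratio test in edgeR called 1122 higher and 154 lower. In data simulated on these libraries, 193 of 19861 genes were changed. The quasi-likelihood test called 0 of them, the Wald test called 77 of them and 149 unchanged genes. The likelihood ratio test called 44 of them and 66 unchanged genes. The counts at an unadjusted p under 0.05 point to a larger share of changed genes in the real libraries. The simulated share of false calls therefore does not carry over to the real calls. With all 10 libraries of the series in one fit, the quasi-likelihood test called 1141 genes higher and 219 lower. In that fit the injury contrast still rested on the libraries of the injury experiment alone. The libraries of the foxm1 comparison, which hold no uninjured hearts, added no replicate of it but entered the estimate of the spread.

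**Figure D1:**
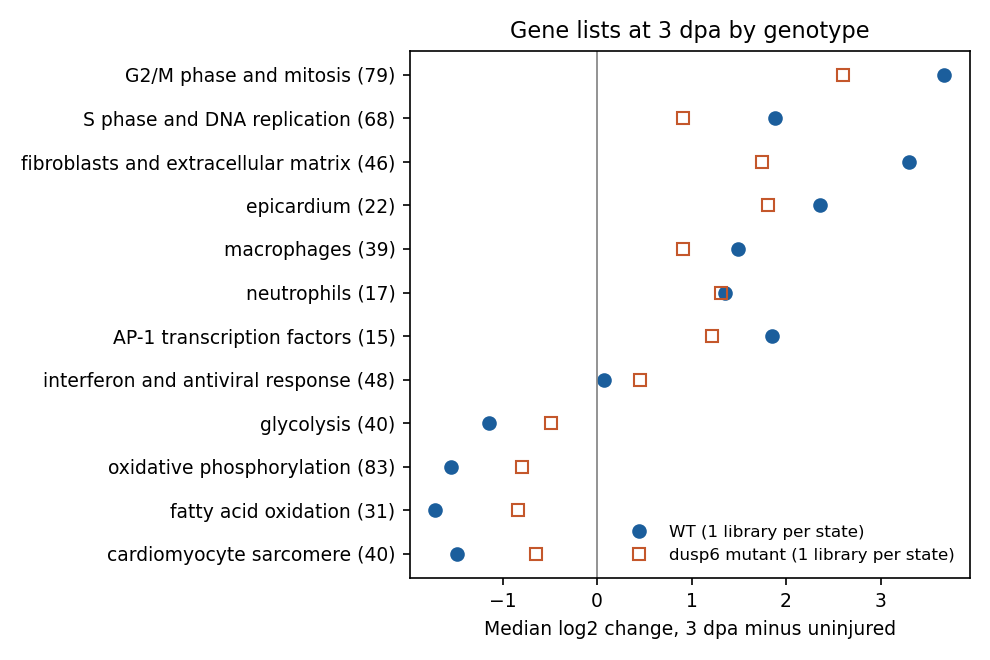
Median log2 change from uninjured to 3 dpa (horizontal axis) of the genes of 12 lists (number of genes in parentheses), for WT hearts (filled circles) and dusp6 mutant hearts (open squares), with 1 library per genotype and state. The G2/M list lies at 3.68 in WT and 2.60 in dusp6 mutant hearts, and the oxidative phosphorylation list at −1.54 and −0.79.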

Genes with increased expression at 3 dpa included *ect2*, *plk1* and *hmmr* (Gonzalez-Rosa et al., 2018; Jopling et al., 2010; Missinato et al., 2015). These genes are known to play crucial roles in zebrafish cardiac regeneration and detecting these transcripts demonstrated that these injured hearts were in a proliferative state (Table S1). 

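The mitotic genes plk1, ect2 and hmmr were each higher in the WT and in the dusp6 mutant library at 3 dpa than in either uninjured library. plk1 (ENSDARG00000058471), which encodes a kinase that drives mitosis, lies on chromosome 1 of GRCz11 from 9153141 to 9161843. Its level was 2.61 ± 0.366 CPM (SD, n = 2 libraries) in uninjured hearts and 26.4 ± 7.68 (SD, n = 2) at 3 dpa. ect2 (ENSDARG00000007278), which acts in cytokinesis, lies on chromosome 11 from 10388303 to 10456553, and had 2.19 ± 0.128 CPM (SD, n = 2) in uninjured hearts and 11.6 ± 2.21 (SD, n = 2) at 3 dpa. hmmr (ENSDARG00000021794), which encodes a hyaluronan receptor that also acts at the mitotic spindle, lies on chromosome 14 from 28545198 to 28562971, and had 0.807 ± 0.394 CPM (SD, n = 2) in uninjured hearts and 14.1 ± 5.25 (SD, n = 2) at 3 dpa. The log2 fold changes were 3.34 for plk1 (standard error 0.315), 2.41 for ect2 (standard error 0.284) and 4.13 for hmmr (standard error 0.517, and from 3.68 to 4.73 with 1 library left out in turn). Each of the 3 genes had an adjusted p = 0.0674 from edgeR's quasi-likelihood test, above the threshold of 0.01. DESeq2's Wald test gave adjusted p = 8.16e-16 for plk1, 2.95e-09 for ect2 and 6.28e-13 for hmmr. Over all the processing alternatives the adjusted p ran from 0 (with the authors' deposited p-values) to 0.352 for plk1, from 2.95e-09 to 0.364 for ect2 and from 4.95e-14 to 0.352 for hmmr. From these transcripts, known for their roles in zebrafish heart regeneration, the paper concludes that the injured hearts were in a proliferative state.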

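Genes of mitosis, of DNA replication and of the AP-1 family were higher at 3 dpa. Of 79 genes of the G2/M phase and mitosis, 78 were higher in both 3 dpa libraries than in both uninjured libraries, and the median log2 fold change was 3.19. Examples are ccnb1, a cyclin of mitotic entry, at 4.41, the spindle motor kifc1 at 3.50, the centromere gene cenpf at 3.91 (from 3.46 to 4.56 with 1 library left out in turn) and prc1b, which bundles spindle microtubules, at 3.71. Of 68 genes of the S phase and DNA replication, 66 had a positive log2 fold change, with a median of 1.45. The enzymes of thymidine nucleotide supply tk1 and tyms had log2 fold changes of 3.22 and 3.06, the latter from 2.47 to 3.49 with 1 library left out in turn. Among DNA-binding factors, 12 of 15 AP-1 genes were positive, with a median log2 fold change of 1.73, and the AP-1 genes atf3 and jund had values of 2.13 and 1.77. Of 31 other immediate early genes, 25 were positive, with a median of 1.16, and the transcription factor gene klf2a had a log2 fold change of 1.79. The 32 forkhead genes other than foxm1 had a median log2 fold change of −0.14, and this list did not pass the test, with adjusted p = 0.312 from camera. The lists of G2/M, S phase, AP-1 and other immediate early genes passed camera with adjusted p = 3.11e-45, 1.72e-15, 4.70e-06 and 7.5e-09. With an estimated correlation between genes, each of these 4 lists had an adjusted p = 0.430. The edgeR test over all genes called 0 members of these lists. Adjusted over the list alone, it called 74 of the G2/M genes, 0 of the S phase genes, 7 of the AP-1 genes and 0 of the other immediate early genes higher, and DESeq2 called 74, 27, 7 and 12 over all genes.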

Consistently, using functional annotation clustering (FAC), DAVID gene ontology showed an enrichment of genes involved in specific biological processes including cell cycle, cell division and DNA-binding genes (Fig. 1B; Table S2). To validate the RNA-seq data, qPCR was performed using uninjured and 3 dpa hearts to confirm that candidate genes were increased upon injury (Fig. 1C). qPCR revealed increased expression of DNA-binding factors (*alx4a*, *foxm1*, *pbx3b*) and chromatin modifiers (*kmt5ab* and *hdac7b*) but not stemness factors (*pou5f3* and *zeb2b*) (Fig. 1C).

**Fig. 1.**
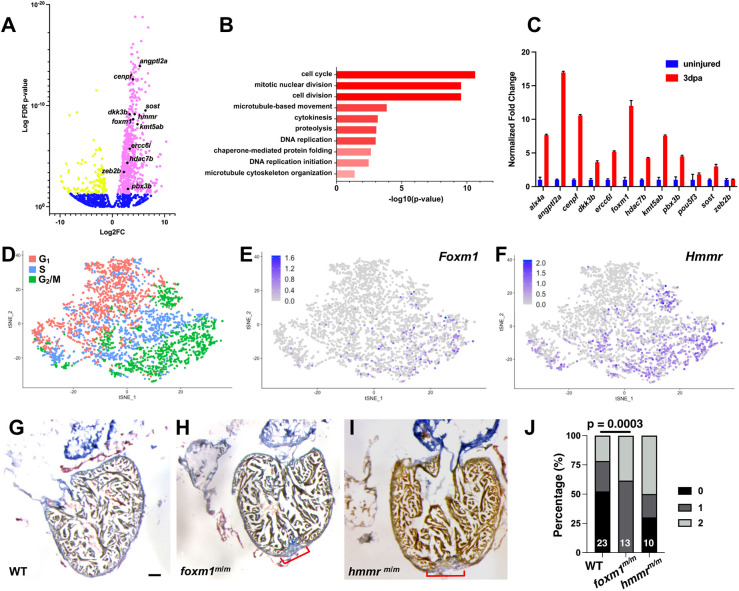
**Identification of mitotic genes involved in cardiac regeneration.** (A) Representative volcano plot of RNA-seq from uninjured versus 3 dpa adult ventricles. Magenta denotes genes with increased transcripts at 3 dpa, yellow represents decreased transcripts and blue represents genes with no significant change. (B) Genes with increased transcription were analyzed with FAC (DAVID) and biological processes were ranked by *z*-score. (C) qPCR validation was performed on candidate genes and the representative image shown depicts fold change+s.d. (D) scRNA-seq showed E10.5 embryonic left ventricular cardiomyocytes sorted by cell cycle phase. (E,F) *Foxm1* (E) and *Hmmr* (F) were present in G2 and M phase cardiomyocytes. (G-I) Representative images from WT 30 dpa (G; *n*=22), *foxm1^m/m^* 30 dpa (H; *n*=13) and *hmmr^m/m^* 30 dpa (I; *n*=7) hearts stained with AFOG. AFOG staining labels fibrin (red), collagen (blue) and muscle (orange-brown). Red brackets indicate presence of fibrotic tissue. (J) Scar area was qualitatively scored: 0, no visible scar; 1, small amount of fibrosis with some collagen and fibrin stain; 2, medium to large amount of fibrosis with collagen and fibrin stain. Increased fibrotic area was noted in *foxm1* mutant hearts compared with WT controls. Statistical significance was calculated using Fisher's exact test. Scale bars: 50 μm.

*hmmr* and *foxm1* were selected as candidates for further analysis, as their expression was also increased at 7 dpa but was comparable with uninjured adult hearts at 20 dpa (Fig. S1; Table S1). These genes are known to be active during mammalian heart development (Bolte et al., 2011; Camenisch et al., 2000; Ramakrishna et al., 2007) and mitosis (Dunsch et al., 2012; Korver et al., 1997, 1998). 

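The foxm1 transcript was higher at 3 dpa in both genotypes, and the authors' deposited table for 7 dpa gives smaller positive changes for foxm1 and hmmr. foxm1 (ENSDARG00000003200), which encodes a forkhead transcription factor of the cell cycle, lies on chromosome 4 of GRCz11 from 5807964 to 5831522. Its level at 3 dpa was 13.1 ± 4.44 CPM (SD, n = 2 libraries), against 1.21 ± 0.354 (SD, n = 2) in uninjured hearts. This is a log2 fold change of 3.44 (standard error 0.410), with adjusted p = 0.0674 from edgeR's quasi-likelihood test and 1.02e-11 from DESeq2. The adjusted p of foxm1 ran from 2.62e-14 to 0.362 over the processing alternatives. The authors' deposited table for 3 dpa gives log2 fold changes of 3.99 for foxm1 and 4.27 for hmmr. At 7 dpa, the authors' deposited table gives a log2 fold change of 2.38 for foxm1 (adjusted p = 0.00133) and of 2.08 for hmmr (adjusted p = 0.00916). For other mitotic genes that table gives 1.83 for cenpf (adjusted p = 0.00299), 1.40 for plk1 (adjusted p = 0.0580) and 1.26 for ect2 (adjusted p = 0.118). Of the 79 G2/M genes, 31 are higher in the authors' deposited table at an adjusted p of at most 0.01, and all 79 have a smaller value there than in the authors' deposited table for 3 dpa. The values at 7 dpa were taken from the authors' comparison, since no counts per library were used for that time, and the 20 dpa hearts were not analysed here.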

*Hmmr* (hyaluronan mediated motility receptor) is implicated in cell proliferation via Erk1/2 phosphorylation (Hatano et al., 2012) and spindle fiber orientation (Dunsch et al., 2012). It is expressed in the cardiac jelly during heart development (Camenisch et al., 2000), and *hmmr* activates zebrafish epicardial cells during cardiac regeneration (Missinato et al., 2015). *Foxm1* is a transcription factor involved in cell cycle progression that promotes the expression of downstream genes necessary for mitotic completion (Korver et al., 1997, 1998; Laoukili et al., 2005). Expression of *Foxm1* is detected in the compact myocardium, trabeculated myocardium and endothelial cells during murine heart development (Bolte et al., 2011; Ramakrishna et al., 2007) and *Foxm1* is required for cardiomyocyte proliferation (Bolte et al., 2011; Ramakrishna et al., 2007; Sengupta et al., 2013) in the embryonic mouse heart. Our analysis of *foxm1* and *hmmr* transcript in regenerating zebrafish hearts shows increased expression during stages where cardiomyocyte proliferation is active (Fig. S1) We confirmed that *Foxm1* and *Hmmr* are expressed in cycling cardiomyocytes from single cell RNA-seq (scRNA-seq) data of E10.5 embryonic mouse hearts (Fig. 1D-F). *Foxm1* and *Hmmr* expression was enriched in G_2_/M phase cardiomyocytes in the mouse heart, suggesting that they may play an important role for cycling cells during regeneration.

To determine whether these genes were required for cardiac regeneration, *foxm1^sa10708/10708^* (referred to as *foxm1^m/m^*) and *hmmr^sa12528/12528^* (referred to as *hmmr^m/m^*) mutant lines from the Sanger zebrafish mutagenesis project were studied. In both cases, homozygous mutants were viable as adults and appeared normal. It was surprising that loss of *foxm1* does not result in an embryonic phenotype as has been reported in mice (Bolte et al., 2011; Sengupta et al., 2013). We did note that adult male *foxm1* homozygous mutants are infertile and have never been able to successfully fertilize eggs. The *foxm1* ENU-induced mutation from the Sanger Consortium is predicted to be within the forkhead DNA binding domain. Thus, we believe that the mutation is damaging, and it is not likely a splice variant can compensate for the forkhead DNA binding function. One reason for the lack of embryonic phenotype is that related Fox genes may compensate for the loss of *foxm1* during development. We performed ventricle resection and collected hearts at 30 dpa to determine whether cardiac regeneration was impaired (Fig. 1G-J). Semi-qualitative analysis of the fibrotic area was performed to indicate the increased severity of the damage as shown in previous studies (Bise et al., 2020; She et al., 2020; Sun et al., 2022; Xia et al., 2022). Acid fuchsin orange G (AFOG) staining revealed fibrotic tissue in *foxm1^m/m^* (Fig. 1H; Fig. S2) and *hmmr^m/m^* (Fig. 1I; Fig. S2) hearts at 30 dpa compared with WT controls (Fig. 1G; Fig. S2), and a significant difference was observed in *foxm1^m/m^* 30 dpa hearts (Fig. 1J). This suggests that *foxm1* and *hmmr* are important for the progression of cardiac regeneration and their loss inhibits crucial processes required for fibrotic resolution.

### *foxm1* is expressed in border zone cardiomyocytes and is required for proliferation after ventricular resection

As Hmmr has previously been studied in mice and zebrafish (Camenisch et al., 2000; Missinato et al., 2015), we focused on *foxm1*, as it is not known which cells express this transcription factor during adult zebrafish cardiac regeneration. Fluorescence *in situ* hybridization showed that *foxm1* mRNA was expressed in myocardium after injury (Fig. 2A-B′). *foxm1*^+^ cardiomyocyte distance from the wound border was quantified and *foxm1*^+^ cells were within 100 µm from the injury plane at 3 dpa (Fig. 2C). The proximity of these *foxm1*^+^ cardiomyocytes to the clot suggests that they localized in the border zone myocardium, a tissue area with active proliferation following ventricular resection. As further confirmation, *Tg(myl7*:*EGFP)* and *Tg(wt1b*:*EGFP)* hearts, which label cardiomyocytes and epicardial cells, respectively, were used to confirm *foxm1* expression in cardiomyocytes (Fig. S3). In contrast, *wt1b*:*EGFP*^+^ epicardial cells did not express *foxm1* (Fig. S3). This does not exclude the possibility that *foxm1* transcript is not expressed in other cells residing in the myocardium, such as endocardial cells (Bolte et al., 2011), but these data suggest that *foxm1* expression is predominantly localized to border zone cardiomyocytes after cardiac injury.

**Fig. 2.**
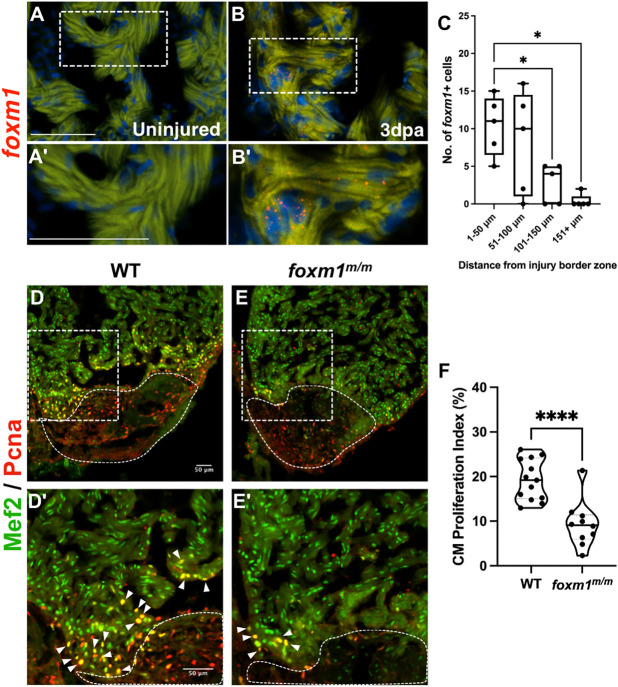
**Loss of *foxm1* significantly limits cardiomyocyte proliferation after ventricular resection.** (A-B′) Fluorescence *in situ* hybridization revealed *foxm1* (red) is not expressed in the uninjured myocardium (A,A′) but is detected in border zone cardiomyocytes after injury (B,B′). The myocardium is marked by 488 nm as background fluorescence. (C) *foxm1*^+^ cardiomyocytes were localized within 100 µm from the injury and expression decreased distal to the wound. Box plots show minimum to maximum. The whiskers show the minimum and up to the maximum value, with the middle line representing the median. Each point represents *foxm1*^+^ cardiomyocytes from each heart with respect to distance from the border zone. Each point is representative of an individual heart (*n*=5). (D-E′) WT (D,D′; *n*=13) and *foxm1^m/m^* (E,E′; *n*=10) hearts at 7 dpa stained for the cardiomyocyte nuclei marker Mef2 (green) and proliferation marker Pcna (red). White dotted lines represent the injury border. Arrowheads indicate proliferating cardiomyocytes. (F) Cardiomyocyte proliferation index is significantly decreased in *foxm1^m/m^* hearts. Each point on the truncated violin plot represents an individual heart and these data represent three biological replicates. The middle line represents the median. Statistical significance was calculated using one-way ANOVA multiple comparison test. *P<0.05, ****P<0.0001. A′,B′,D′,E′ show magnified images of boxed areas in A,B,D,E, respectively. Scale bars: 50 μm.

We next explored whether *foxm1* was required for the proliferation of these cells after ventricular resection. Using WT (Fig. 2D,D′) and *foxm1^m/m^* (Fig. 2E,E′) 7 dpa hearts, we measured the proliferation index and observed a significant decrease in Mef2^+^/Pcna^+^ cardiomyocytes in *foxm1* mutants (Fig. 2F). Together, these findings show that *foxm1* is required for cardiomyocyte proliferation after cardiac injury. Although *foxm1* is also expressed in other cell types during development, including the endocardium, we have not ruled out proliferation deficiency in this population.

### *foxm1* is epistatic to *dusp6* and the Ras/MAPK pathway

We next sought to identify potential upstream pathways that regulate *foxm1* expression and activity. The EGF family ligand Neuregulin 1 (Nrg1) is expressed in the endocardium and coronary artery microvasculature in adult, mammalian hearts (Liu et al., 2006). Nrg1 can induce cardiomyocyte division post-injury following injection of recombinant NRG1 or constitutive activation of its cognate receptor Erbb2 (Bersell et al., 2009; D'Uva et al., 2015). In adult zebrafish, *nrg1* is expressed in epicardial cells from the perivascular compartment as well as regulatory T cells, and both cell types can stimulate cardiomyocyte proliferation after ventricular resection (Gemberling et al., 2015; Hui et al., 2017). Therefore, we hypothesized that *foxm1* expression in cardiomyocytes is localized near *nrg1*^+^ cells that infiltrate the myocardium post-injury. Double *in situ* hybridization revealed *nrg1*^+^ cells near the site of injury and were often flanked by multiple *foxm1*^+^ cardiomyocytes (Fig. 3A,B). The number of *foxm1*^+^ cardiomyocytes near *nrg1^+^* non-myocytes was counted and a higher incidence of expression of these two genes in proximity was observed (Fig. 3C). As Nrg1 is known to activate the Ras/Mapk pathway and FOXM1 nuclear localization is regulated by ERK phosphorylation (Ma et al., 2005), we explored the genetic interaction between *dusp6* and *foxm1*. Given that *dusp6^m/m^* hearts show increased cardiomyocyte proliferation after injury (Missinato et al., 2018), we hypothesized that the *foxm1* mutation would be sufficient to block the pro-regenerative phenotype present in *dusp6* mutants. Double *dusp6:foxm1* mutant hearts showed a significant decrease in cardiomyocyte proliferation when compared with *dusp6^m/m^* hearts at 7 dpa (Fig. 3D-H). This demonstrates that the loss of *foxm1* is sufficient to block the pro-regenerative phenotype present in *dusp6* mutant hearts and supports an epistatic relationship where *foxm1* functions downstream of *dusp6* in heart regeneration. Next, we sought to determine whether inhibition of Erbb2, the Nrg1 receptor, would reduce the number of *foxm1*^+^ cardiomyocytes within the injury border zone. Previous studies have shown that the Erbb2 inhibitor AG1478 was sufficient to reduce cardiomyocyte proliferation by limiting downstream activity of the Nrg1/Erbb2/Ras/Mapk cascade (Gemberling et al., 2015; Missinato et al., 2018). Ventricular resections on WT and *erbb2st^61/+^* (referred to as *erbb2^m/+^*) adult zebrafish were performed and retro-orbital injections of DMSO or AG1478 were administered. At 7 dpa, fluorescence *in situ* hybridization revealed decreased *foxm1* staining in border zone cardiomyocytes from *erbb2^m/+^* treated with AG1478 compared to control WT hearts (Fig. 3I). Taken together, our data suggest that *foxm1* expression in cardiomyocytes is regulated by the Nrg1/Erbb2/Ras/Mapk pathway.

**Fig. 3.**
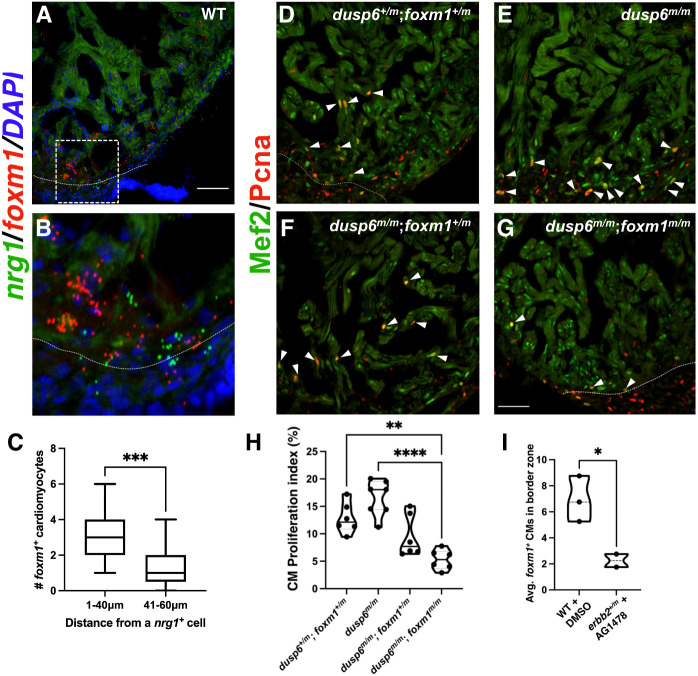
***foxm1*^+^ cardiomyocytes are localized near *nrg1*^+^ cells and are epistatic to the Mapk regulator, *dusp6*.** (A,B) *In situ* hybridization showing *nrg1* (green) and *foxm1* (red) in WT 7 dpa hearts. (C) *foxm1*^+^ cardiomyocytes were proximal to *nrg1*^+^ non-myocytes. A total of 21 *nrg1*^+^ cells were scored in WT 7 dpa hearts (*n*=5). Box plots show minimum to maximum. The whiskers show the minimum and up to the maximum value, with the middle line representing the median. (D-G) *dusp6^m/^*^+^;*foxm1^m/^*^+^ fish were bred to generate double mutants to assess their epistatic relationship. *dusp6^m/m^* hearts (E; *n*=7), *dusp6^m/^*^+^;*foxm1^m/^*^+^ (D; *n*=6), *dusp6^m/m^*;*foxm1^m/^*^+^ hearts (F; *n*=6) and *dusp6^m/m^*;*foxm1^m/m^* hearts (G; *n*=6) were stained with Mef2 (green) and Pcna (red). White dotted lines represent the injury border. White arrowheads indicate representative Pcna^+^/Mef2^+^ cardiomyocytes. (H) Graph showing CM proliferation index. Each point on the truncated violin plot represents an individual heart and these data represent three biological replicates. The middle line represents the median. (I) *In situ* hybridization for *foxm1* was performed in WT (*n*=3) vehicle treated with 50% DMSO and *erbb2^+/m^* (*n*=2) hearts treated with AG1478. The number of *foxm1*^+^ cardiomyocytes was quantified in control and *erbb2^+/m^*-treated hearts. Each point on the truncated violin plot represents an individual heart and is averaged from four sections. The middle line represents the median. Statistical significance was calculated using two-tailed, unpaired Student's *t*-test and one-way ANOVA multiple comparison test. ***P=0.0006 (two-tailed, unpaired Student's *t*-test, C); **P=0.0022, ****P<0.0001 (one-way ANOVA, H); *P=0.0416 (two-tailed, unpaired Student's *t*-test, I). Scale bars: 50 μm.

### Cell cycle progression gene transcripts are reduced in *foxm1^m/m^* hearts after injury

FOXM1 is known to activate transcription of G_2_/M phase proliferation genes crucial for the completion of mitosis (Lam et al., 2013; Laoukili et al., 2005). Therefore, transcriptome profiling of *foxm1* mutants during heart regeneration was performed. 

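Bulk RNA sequencing was analysed from WT and foxm1 mutant ventricles at 3 dpa, with 3 libraries of each genotype, which the sample labels number as experiments 2, 3 and 4 and which are called replicates 2, 3 and 4 here. The paper gives sa10708 as the allele of the line, whereas the labels give sa10708/sa10709 and sa10708/sa10710 for mutant replicates 3 and 4. The foxm1 transcript, the gene the mutation hits, was at 10.4, 10.3 and 12.2 CPM in WT replicates 2, 3 and 4 and at 12.7, 14.6 and 12.5 in foxm1 mutant replicates 2, 3 and 4. Its log2 fold change was 0.27 (standard error 0.139, adjusted p = 0.954 from edgeR's quasi-likelihood test). An ENU-induced mutation, as the paper describes it, need not change the level of a transcript, so this level does not check the genotypes. The reads assigned to genes ranged from 17654534 to 18017820 in WT libraries (median 17716031) and from 17978098 to 21245883 in mutant libraries (median 18289444). The authors made the tables of counts as for the other hearts. From these counts, 17618 genes passed the filter on low counts and were tested with genotype as the only term. The study's thresholds for this comparison, an adjusted p of at most 0.05 and a log2 fold change of at least 0.59 in size, were used. Mitochondrial transcripts took 11.4%, 8.88% and 8.90% of the reads in mutant replicates 2, 3 and 4 and from 8.19% to 8.60% in WT libraries. Each mutant library thus lay above each WT library, with replicate 2 furthest. Reads in introns made up from 6.28% to 6.93% in mutant libraries and from 6.12% to 6.28% in WT libraries. Levels of the glucocorticoid-induced gene fkbp5, chosen after its values were seen, set WT replicates 2 and 3 apart, at 1189 and 1529 CPM, against 116 in WT replicate 4 and 111, 187 and 175 in the mutant libraries. In the injury experiment this gene was higher at 3 dpa than in uninjured hearts, at 414 CPM in WT and 515 in dusp6 mutant hearts at 3 dpa.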

WT and *foxm1^m/m^* ventricles were collected after injury for RNA-seq, and 246 genes were significantly increased, whereas 159 genes were decreased, in *foxm1^m/m^* 3 dpa hearts (Fig. 4A; Table S3). 

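In foxm1 mutant ventricles at 3 dpa, 2 genes fell, both on chromosome 4 of GRCz11, which also carries foxm1. ptprz1b (ENSDARG00000020871), which encodes a receptor-type tyrosine phosphatase, lies from 4834085 to 4926061, 0.974 megabases from foxm1. Its level was 15.6, 14.5 and 13.9 CPM in WT replicates 2, 3 and 4 and 3.02, 4.53 and 3.72 in mutant replicates 2, 3 and 4. si:dkey-240n22.3 (ENSDARG00000095013), a locus without an assigned function here and outside the rule for named genes, lies from 76973771 to 77014220. It was at 77.9 ± 15.3 CPM (SD, n = 3) in WT hearts and 7.83 ± 2.47 (SD, n = 3) in mutant hearts, and 2.41% of its reads lay in exons. Among genes that did not pass the test, the antiviral gene mxb had a log2 fold change of 4.20 (standard error 0.635, adjusted p = 0.217, and 3.60 without mutant replicate 2) and ifit8, another gene induced by interferon, one of 2.78 (adjusted p = 0.212). The elastin gene elnb had a log2 fold change of −1.19 (adjusted p = 0.327), and kif11, which encodes a mitotic motor, one of −1.03 (adjusted p = 0.483). By edgeR's quasi-likelihood test, ptprz1b had a log2 fold change of −1.96 (standard error 0.180, adjusted p = 0.0379) and si:dkey-240n22.3 one of −3.31 (standard error 0.255, adjusted p = 0.0200). No gene passed in the upward direction (0 genes), and at an unadjusted p under 0.05 there were 485 higher and 508 lower genes where chance would give about 881. DESeq2's Wald test called 65 genes higher and 52 lower, and the likelihood ratio test called 71 and 52. Of all genes, 9.23% kept the genotypes apart in all 6 libraries, where chance gives 10%. In data simulated on these libraries with 192 changed genes, the quasi-likelihood test called 101 of them and 5 unchanged genes, among them 6 of 63 at a log2 change of 1, 37 of 65 at 2 and 58 of 64 at 3. DESeq2's test called 140 of them and 59 unchanged genes, and the likelihood ratio test 146 and 58. The calls of both genes ended with all 10 libraries of the series in one fit, on both TPM scales, with exon reads alone and with WT replicates 2 and 3 both left out (the last 2 chosen after seeing the data). They also ended when WT replicate 2, WT replicate 3, mutant replicate 2 or mutant replicate 3 was left out. With the replicate number as a block, 1 of the 2 calls remained. Without WT replicate 4 the test called 18 genes higher and 124 lower, and without mutant replicate 4 it called 23 higher and 3 lower. Over all alternatives the adjusted p ran from 1.81e-15 to 0.853 for ptprz1b and from 3.10e-34 to 0.973 for si:dkey-240n22.3, which had a log2 fold change of −1.27 when exon reads alone were counted (adjusted p = 0.768) and of −1.30 in the authors' deposited table (adjusted p = 0.343 over the genes tested).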

We observed decreased expression of genes involved in cell cycle progression, insulin signaling, glycolysis and AP-1 transcription factors (Fig. 4A; Table S3). 

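The 13 genes that the study measured by qPCR in foxm1 mutant hearts (Fig. 4C) and hmmr, ect2 and plk1 had a lower mean level in foxm1 mutant hearts, and foxm1 itself, the last of these 17 genes, a higher one. Of the genes that the study measured for injury (Fig. 1C), 11 were tested here, and 3 of them had a positive log2 fold change, with a median of −0.11. The cell cycle genes ccnb3, g2e3, ccnf, cenpf and prc1b had log2 fold changes of −1.14, −0.90, −0.75, −0.66 and −0.65. ccnb3, a cyclin of mitosis, was at 5.62, 6.78 and 8.86 CPM in WT replicates 2, 3 and 4 and at 2.25, 4.74 and 2.65 in the mutant replicates. Of the insulin pathway genes, igfbp6b, which encodes a protein that binds insulin-like growth factors, was at 44.1 ± 7.78 CPM (SD, n = 3) in WT and 17.9 ± 3.40 (SD, n = 3) in mutant hearts. irs1, the insulin receptor substrate, was at 91.8, 155 and 41.7 CPM in the WT replicates and at 25.5, 39.2 and 22.6 in the mutant replicates. Of the glycolytic genes, the pyruvate kinase gene pkmb was at 69.3 ± 0.579 CPM (SD, n = 3) in WT and 45.2 ± 6.28 (SD, n = 3) in mutant hearts, and pfkfb4b, a regulator of glycolytic flux, had a log2 fold change of −0.99. The AP-1 genes fosb, jund and fosab had log2 fold changes of −1.89, −1.55 and −1.04. jund was at 202, 214 and 45.2 CPM in WT replicates 2, 3 and 4 and at 58.6, 41.7 and 57.4 in the mutant replicates, and igfbp1a at 86.0, 91.4 and 24.1 in WT and at 31.0, 16.4 and 26.4 in mutants. WT replicates 2 and 3 are the libraries with a high level of fkbp5. None of the 17 genes passed edgeR's quasi-likelihood test (0 genes, with 11 at an unadjusted p under 0.05 and adjusted p from 0.214 for igfbp6b to 0.999), and DESeq2 called 4, as did the likelihood ratio test. These 4 genes in DESeq2 were igfbp6b (adjusted p = 2.68e-06), irs1 (adjusted p = 0.00346), pkmb (adjusted p = 0.0180) and fosb (adjusted p = 0.0211). The alternatives include the use of an unadjusted p. Over them the p ran from 2.68e-06 to 1.00 for igfbp6b, from 5.00e-05 to 1 for irs1, from 0.00123 to 1 for pkmb and from 0.00318 to 1 for fosb. The 13 genes that the study measured by qPCR in Fig. 4C had a median log2 fold change of −1.04 and passed camera as a list (adjusted p = 4.80e-16, and adjusted p = 0.0624 with an estimated correlation), with 11 lower when adjusted over the list alone. The study chose these genes on the same samples, so their direction is not independent evidence. With WT replicates 2 and 3 both left out, an alternative chosen after seeing the data, the log2 fold change was 0.024 for igfbp1a and 0.21 for jund. The paper proposes that Foxm1 may regulate these genes after injury, since their pathways are needed for zebrafish heart regeneration.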

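Gene groups of cell division had slightly lower levels in foxm1 mutant hearts at 3 dpa and genes of the interferon response had higher ones. Of 78 genes of the G2/M phase and mitosis, 67 had a negative log2 fold change, with a median of −0.23, and 13 were lower in all 3 mutant libraries than in all 3 WT libraries (chance keeps the genotypes apart, in either direction, in 10% of genes). Against WT replicate 2 alone the median was −0.063 with 47 of 78 genes negative. It was −0.20 with 62 negative against replicate 3 and −0.56 with 78 negative against replicate 4. Of 68 genes of the S phase and DNA replication, 56 were negative, with a median of −0.21, and 3 were lower in all 3 mutant libraries than in all 3 WT libraries. Both lists were lowest in mutant replicate 2 (medians of −0.67 and −0.50 relative to the mean of the WT libraries), the library with 11.4% mitochondrial reads, and both passed camera without it (adjusted p = 0.00211 and 0.0448). The genes hmmr, ect2 and plk1 had log2 fold changes of −0.48, −0.39 and −0.26. Of 50 insulin and IGF genes, 31 were negative, with a median of −0.044 and a mean of −0.25, but against WT replicate 4 alone the median was 0.051, with 23 of 50 genes negative. Of 37 glycolytic genes, 26 were negative, with a median of −0.075. Of 47 genes of the interferon and antiviral response, 40 were positive, with a median of 0.43, and 16 were higher in all 3 mutant libraries than in all 3 WT libraries. The shift differed between the mutant libraries, with medians of 0.29, 0.80 and 0.0071 in replicates 2, 3 and 4 relative to the mean of the WT libraries. mxb, which encodes an antiviral GTPase, was at 48.7, 29.8 and 8.04 CPM in mutant replicates 2, 3 and 4 and between 1.33 and 1.81 in the WT replicates. Neutrophil genes had a median log2 fold change of 0.15, with the lysozyme gene lyz at 2.48 (9.00, 55.6 and 16.1 CPM in mutant replicates 2, 3 and 4, and a log2 fold change of 1.39 without replicate 3) and the protease gene npsn at 1.15, and genes of T and NK cells had a median of 0.28. Against WT replicate 3 alone these 2 lists had medians of −0.14 and −0.048. Macrophage genes had a median of 0.055 and did not pass, with adjusted p = 0.140. Of 13 AP-1 genes, 7 were negative, with a median of −0.086 and a mean of −0.60. This direction turned against WT replicate 4 alone, with a median of 0.26 and 4 of 13 genes negative, and with WT replicates 2 and 3 both left out, an alternative chosen after seeing the data, the AP-1 list passed camera as a higher list (adjusted p = 0.0443). The G2/M, S phase, glycolysis, insulin and AP-1 lists passed camera as lower lists with adjusted p = 2.75e-12, 2.90e-06, 0.000437, 0.00593 and 0.0213. With an estimated correlation between genes, their adjusted p was 0.496, 0.496, 0.420, 0.496 and 0.509. The G2/M, glycolysis, insulin and AP-1 lists include the genes that the study measured by qPCR, which it chose on these same samples. Results for these lists are therefore not fully independent of that choice. The interferon list passed camera as a higher list with adjusted p = 9.76e-13, and the neutrophil and T and NK cell lists with adjusted p = 0.0303 each. With an estimated correlation, adjusted p was 0.420 for the interferon list and 0.496 for the other two. Over all genes, edgeR called 0 members of these lists, DESeq2 called 1 G2/M gene, 1 glycolytic gene, 2 insulin genes and 2 AP-1 genes lower and 10 interferon genes and 1 neutrophil gene higher, and adjusted over the list alone edgeR called 0 G2/M genes, 1 glycolytic gene, 1 insulin gene and 6 AP-1 genes lower and 14 interferon genes higher. The AP-1 call ended without WT replicate 2, WT replicate 3 or mutant replicate 3, the S phase call without WT replicate 4, the glycolysis call without mutant replicate 3 and the insulin call without mutant replicate 4, and the neutrophil and T and NK cell calls ended without WT replicate 4 or mutant replicate 3, the latter also without WT replicate 2.

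**Figure D2:**
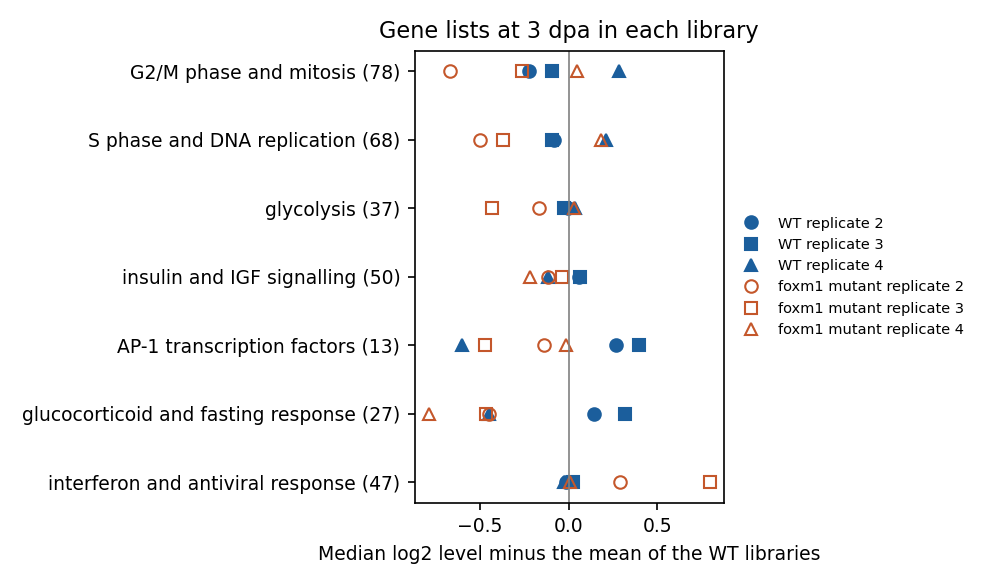
Median log2 level of the genes of 7 lists in each library, relative to the mean of the 3 WT libraries (horizontal axis), for WT replicates 2 to 4 (filled symbols) and foxm1 mutant replicates 2 to 4 (open symbols). The G2/M medians are −0.67, −0.26 and 0.048 in the mutant libraries and −0.22, −0.092 and 0.29 in the WT libraries, and the glucocorticoid and AP-1 medians of WT replicate 4 lie among those of the mutants or below them.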

FAC revealed that cell division and insulin signaling were decreased, whereas immune responses were increased, in *foxm1^m/m^* 3 dpa ventricles (Fig. 4B; Table S4). qPCR validation confirmed that G_2_-phase genes (*ccnf* and *g2e3*) and M-phase genes (*ccnb3*, *cenpf* and *prc1b*) were decreased in *foxm1^m/m^* ventricles (Fig. 4C). In addition, genes involved in insulin signaling (*irs1*, *igfbp1a* and *igfbp6b*), glycolytic genes (*pfkfb4b* and *pkmb*) and AP-1 transcription factors (*fosab*, *fosb* and *jund*) were also decreased (Fig. 4C). These genes function in pathways known to be crucial for zebrafish heart regeneration, suggesting that Foxm1 may regulate their expression after injury (Beisaw et al., 2020; Fukuda et al., 2020; Honkoop et al., 2019).

**Fig. 4.**
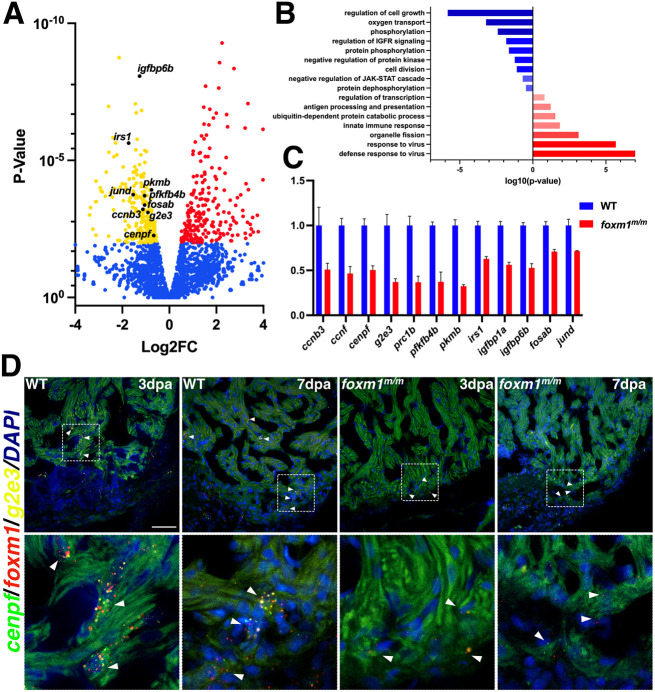
**Injured *foxm1^m/m^* hearts show reduced expression of G_2_ and M phase cell cycle genes.** (A) Representative volcano plot showing WT versus *foxm1^m/m^* 3 dpa gene expression from RNA-seq. Genes involved in cell cycle progression, insulin signaling, glycolysis and the AP-1 transcription factor family were significantly downregulated in the *foxm1* mutant hearts. Red and yellow points indicate increased and decreased expression, respectively. Blue represents genes with no significant change. (B) FAC (DAVID) confirmed decreased activity of cell division and insulin signaling, whereas innate immune response is increased. (C) qPCR validation on a subset of the genes with data represented as fold change normalized to WT 3 dpa expression+s.d. (D) Fluorescence *in situ* hybridization of *foxm1* (red) and the cell cycle genes *g2e3* (yellow) and *cenpf* (green) show co-expression in a subset of border zone cardiomyocytes in WT 3 dpa and 7 dpa hearts, whereas *foxm1*^+^/*g2e3*^+^/*cenpf*^+^ cardiomyocytes were rarely detected in the *foxm1* mutants. White arrowheads indicate representative *foxm1*^+^/*g2e3*^+^/*cenpf*^+^ cardiomyocytes within the injury border zone. Scale bar: 50 μm.

To determine whether these genes were expressed in cardiomyocytes after injury, *in situ* hybridization on WT and *foxm1^m/m^* injured hearts was performed. *irs1* was highly expressed in WT myocardium but was decreased in *foxm1^m/m^* hearts at 3 dpa (Fig. S4A,B,E). Also, protein regulator of cytokinesis 1b (*prc1b*) was expressed in border zone cardiomyocytes at 3dpa but its expression was decreased in *foxm1^m/m^* hearts (Fig. S4C,D,F). Further, triple fluorescence *in situ* hybridization using *foxm1*, *g2e3* (G_2_ phase) and *cenpf* (M phase) revealed co-expression in cardiomyocytes near the injury border zone at 3 dpa and 7 dpa (Fig. 4D; Fig. S5A-C). These *foxm1*, *cenpf* and *g2e3* triple-positive cardiomyocytes were not detected in *foxm1^m/m^* hearts, suggesting that mutant cardiomyocytes were not progressing into the latter phases of the cell cycle (Fig. 4D). Moreover, the triple-positive cardiomyocytes were present within the injury border (Fig. S5D), suggesting that *foxm1* is required for border zone cells to cycle through G_2_ and M phases and identifying a proliferative subpopulation that activates post-injury. Taken together, these data suggest that *foxm1* regulates multiple pathways required for cardiomyocyte proliferation and that the loss of this transcription factor prevents the proliferative switch, thereby impairing cardiac regeneration.

### *cenpf* mutants exhibit increased cardiomyocyte binucleation

We next investigated the importance of *cenpf*, a known FOXM1 target gene. *Cenpf* plays a role in sister chromatid separation during mitosis (Liao et al., 1995) and is required for normal heart development (Dees et al., 2012, 2005). In mice, *Cenpf* mutant hearts possess thinner ventricular walls, reduced heart size (Dees et al., 2012) and decreased cardiomyocyte proliferation between P2 and P5 (Dees et al., 2005); however, its role in cardiac regeneration has not been characterized. We hypothesized that *cenpf* mutant hearts would display a similar phenotype to *foxm1* mutants after ventricular resection. The *cenpf^sa12296/sa12296^* line (referred to as *cenpf^m/m^*) contains a premature stop codon within Exon 6. This mutation is predicted to cause the loss of the entire C-terminal region and prevent Cenpf from interacting with spindle fibers during mitosis. *cenpf^m/m^* fish survived to adulthood with no cardiac abnormalities. After ventricular resection, *cenpf^m/m^* hearts retained large collagen/fibrin scars compared with WT controls at 30 dpa (Fig. 5A-C). Furthermore, fibrotic scars were still evident in *cenpf^m/m^* hearts as late as 60 dpa compared with controls (Fig. S6A-D). We next determined whether cardiomyocyte proliferation was affected by the loss of *cenpf*. In contrast to *foxm1^m/m^* hearts, no significant difference in the number of Pcna^+^ cardiomyocytes was detected in *cenpf^m/m^* hearts after injury (Fig. 5D-F). Fluorescence *in situ* hybridization revealed that expression of *foxm1*, *g2e3* and *prc1b* were unchanged in *myl7:EGFP*^+^ cardiomyocytes of *cenpf^m/m^* hearts when compared with controls (Fig. S6E,F). To further explore cardiomyocyte proliferation in *cenpf^m/m^* hearts post-injury, EdU incorporation assay was performed in injured WT and *cenpf^m/m^* zebrafish. At 7, 10 and 14 dpa, cardiomyocyte proliferation index in WT and *cenpf* mutant hearts showed no significant differences with staged matched hearts (Fig. S7). With prolonged fibrosis, unaltered expression of cell cycle genes and no changes in cardiomyocyte proliferation across multiple stages in *cenpf* mutant hearts post-injury, we postulated that a potential reason for the lack of new myocardium may be due to cytokinesis dysfunction in the regenerating cardiomyocytes.

**Fig. 5.**
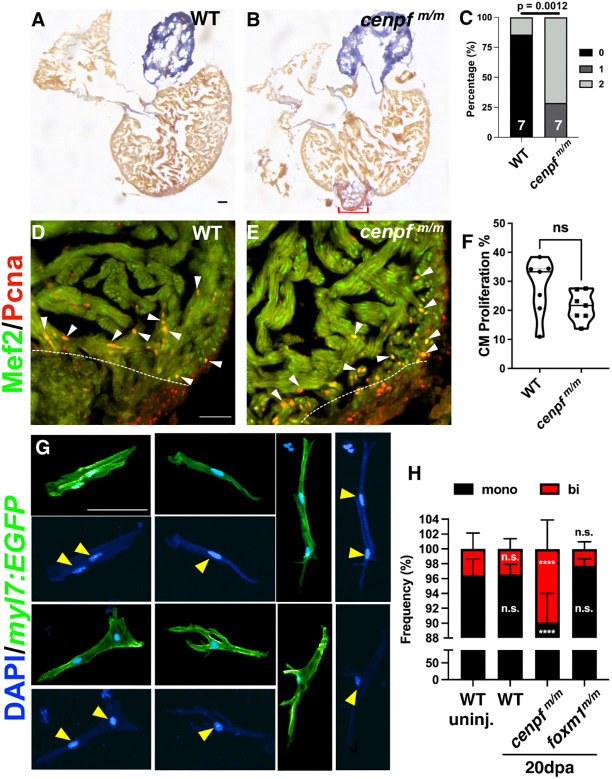
**Proportion of binucleated cardiomyocytes were increased in *cenpf^m/m^* hearts.** (A,B) WT (A; *n*=8) and *cenpf^m/m^* (B; *n*=8) 30 dpa hearts stained with AFOG to label fibrotic tissue. AFOG staining was used to label fibrin (red), collagen (blue) and muscle (orange-brown). Red bracket indicates fibrotic tissue. (C) Scar area was qualitatively scored: 0, no visible scar; 1, small amount of fibrosis with some collagen and fibrin stain; 2, medium to large amount of fibrosis with collagen and fibrin stain. (D-F) WT (D; *n*=7) and *cenpf^m/m^* (E; *n*=7) 7 dpa hearts showed no significant difference in cardiomyocyte proliferation index (F). White dotted lines represent the injury border and white arrowheads indicate Mef2^+^/Pcna^+^ cardiomyocytes. Truncated violin plot with each point representing an individual heart and these data represent three biological replicates. The middle line represents the median. (G,H) Individual cardiomyocytes were isolated from uninjured and 20 dpa hearts extracted from *Tg(myl7:EGFP)*, *Tg(myl7:EGFP)*; *cenpf^m/m^* and *foxm1^m/m^* zebrafish to count mononucleated versus binucleated cardiomyocytes. Representative images of mononucleated and binucleated cardiomyocytes are shown (G). Yellow arrowheads indicated nuclei from representative mononucleated and binucleated cardiomyocytes. The frequency (%) of WT uninjured (*n*=11 hearts; 1945 CMs; binucleation=3.52%), *cenpf^m/m^* uninjured (*n*=11; 3204 CMs; binucleation=7.24%), WT 20 dpa (*n*=11; 1858 CMs; binucleation=3.45%), *cenpf^m/m^* 20 dpa (*n*=12; 3072 CMs; binucleation=9.90%) and *foxm1^m/m^* 20 dpa (*n*=9; 2827 CMs; binucleation=2.28%) mononucleated (black) versus binucleated (red) cardiomyocytes was determined (H). Statistical analysis for AFOG was performed using the Fisher's exact test (C). CM proliferation index was calculated using the two-tailed, unpaired Student's *t*-test (F). Mononucleated versus binucleated counts used two-way ANOVA with Dunnett's multiple comparisons test (H). ****P<0.0001. n.s., not significant. Scale bars: 50 μm.

During mammalian development, the heart primarily contains mononucleated diploid cardiomyocytes, but after P7 they either become mononucleated polyploid or binucleated (Bergmann et al., 2015; Mollova et al., 2013; Soonpaa et al., 1996). Unlike mammals, the majority of adult zebrafish cardiomyocytes remain mononucleated, with less than 5% of cardiomyocytes being binucleated (Gonzalez-Rosa et al., 2018; Patterson et al., 2017; Wills et al., 2008). Cytokinesis occurs after nuclei division and is characterized by cleavage furrow constriction and abscission. Binucleation is caused by cytokinetic failure, and it is theorized that these binucleated cardiomyocytes fail to re-enter the cell cycle following cardiac injury (Hesse et al., 2018; Leone et al., 2018; Liu et al., 2019). As Cenpf is known to associate to the kinetochore and spindle fibers before cytokinesis, we investigated whether the loss of *cenpf* increased cardiomyocyte binucleation after cardiac injury. We generated a *Tg(myl7*:*EGFP)*; *cenpf^m/m^* zebrafish to count nuclei within individual GFP^+^ cardiomyocytes. Mononucleated and binucleated cardiomyocytes were detected in these isolated cells (Fig. 5G). Binucleated cells made up 3.52% of the cardiomyocytes isolated from uninjured hearts and remained constant in WT 20 dpa hearts at 3.45%, indicating that no significant increase occurred post-injury (Fig. 5H). However, the percentage of binucleated cardiomyocytes increased by 3.68% in uninjured *cenpf^m/m^* hearts, which was double the amount detected in WT controls (Fig. 5H). After ventricular resection, the percentage of binucleated cardiomyocytes increased by 6.38% at 20 dpa in *cenpf* mutant hearts compared with controls (Fig. 5H). We also explored whether *foxm1^m/m^* hearts exhibited an increase in binucleated cardiomyocytes, but no significant increase was detected at 20 dpa (Fig. 5H), which indicates that this binucleation phenotype is specific to *cenpf^m/m^* hearts post-injury. Therefore, the loss of *cenpf* resulted in cardiomyocyte mitotic dysregulation during heart regeneration.

## DISCUSSION

In this study, we demonstrate that transcriptional regulation of late-stage cell cycle progression genes is essential for post-injury cardiomyocyte proliferation during heart regeneration. Foxm1 is necessary for cardiomyocyte proliferation through the induction of G_2_- and M-phase genes after injury (Fig. 6). Moreover, cell cycle progression genes, such as *cenpf*, are required for successful cardiomyocyte division after cardiac injury (Fig. 6).

**Fig. 6.**
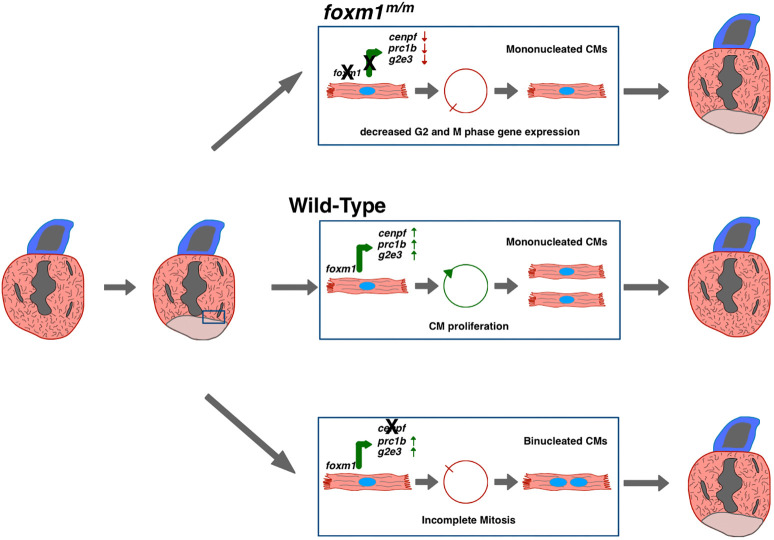
**A preliminary model indicating requirement of *foxm1* and *cenpf* expression in border zone cardiomyocyte cell cycle progression and mitosis.** In post-injury hearts, a subpopulation of border zone cardiomyocytes express *foxm1*. Foxm1 transcriptionally activates expression of cell cycle genes such as *cenpf*, *g2e3* and *prc1b* to promote regeneration of the lost myocardium (middle). In the absence of *foxm1* (top), induction of these G_2_ and M phase genes is decreased and border zone cardiomyocytes do not proliferate. In the absence of *cenpf* (bottom), cardiomyocytes may progress through the cell cycle until M phase, when Cenpf protein is required for chromatid separation. These dividing cells likely undergo cytokinetic dysregulation, which results in failed mitosis, generating binucleated cardiomyocytes.

Multiple factors can stimulate cardiomyocyte proliferation in adult zebrafish and neonatal mouse hearts after cardiac injury. Secreted ligands, such as Nrg1, Bmp2b, Tgf-β1, Pdgfbb, Igf2b and Fgf17b, produced by non-myocytes during cardiac injury contribute to this phenomenon (Bersell et al., 2009; Chablais and Jazwinska, 2012; Choi et al., 2013; Gemberling et al., 2015; Huang et al., 2013; Lepilina et al., 2006; Lien et al., 2006; Parodi and Kuhn, 2014; Wu et al., 2016; Zhao et al., 1998). Recent studies have highlighted the importance of transcription factors that regulate the expression of cell cycle genes in proliferating cardiomyocytes post-injury (Beauchemin et al., 2015; Beisaw et al., 2020; Sánchez-Iranzo et al., 2018; Sande-Melón et al., 2019; van Duijvenboden et al., 2019), and the loss of these factors prevents regeneration of the myocardium. Foxm1, a transcription factor required for proliferation in many different cell types and organs, is necessary for adult zebrafish cardiac regeneration as its loss prolonged fibrotic resolution. Beyond Foxm1 function in cardiomyocytes, other *foxm1*-expressing cells could contribute to the fibrosis phenotype we observed. A recent study by Goda et al. demonstrated that macrophage-specific deletion of *Foxm1* increased pro-inflammatory cytokine expression and promoted pulmonary fibrosis (Goda et al., 2020). This suggests that the macrophage profile in *foxm1^m/m^* hearts may have shifted from a pro-regenerative to pro-inflammatory phenotype, which would impede the removal of fibrotic tissue.

*Foxm1* is expressed in other cardiac cell types during mammalian development (Bolte et al., 2011; Ramakrishna et al., 2007). In the adult zebrafish heart, *foxm1* is not expressed, but is only induced in cardiomyocytes post-injury, suggesting a role in cardiac regeneration. FOXM1 regulates the transcription of G_2_/M-phase cell cycle genes through direct DNA binding at forkhead cis-regulatory element-containing promoters (Chen et al., 2013; Korver et al., 1998; Lam et al., 2013; Laoukili et al., 2005; Wang et al., 2002). This study revealed that the loss of *foxm1* resulted in decreased cardiomyocyte proliferation following injury. In addition to decreased expression of G_2_/M-phase cell cycle genes, expression of AP-1 transcription factors and glycolysis genes were also noted to be decreased in *foxm1* mutant hearts. The AP-1 transcription factor genes *junbb*, *fosl1a* and *fosab* are expressed in border zone cardiomyocytes and required for dedifferentiation and proliferation in regenerative cardiac models (Beauchemin et al., 2015; Beisaw et al., 2020; Wu et al., 2021). Glycolysis is the primary metabolic pathway used by border zone cardiomyocytes during proliferation in adult zebrafish and neonatal mice (Fukuda et al., 2020; Honkoop et al., 2019). In *foxm1^m/m^* resected hearts, we observed decreased expression of the rate-limiting glycolysis genes *pfkfb4b* and *pkmb*. Taken together, our study implies that Foxm1 could regulate cardiomyocyte dedifferentiation and the metabolic switch in proliferating cells, expanding on its known roles in cell cycle regulation.

Recent studies have shown that mutations within cell cycle-associated genes can increase the number of mononucleated polyploid and binucleated cardiomyocytes, which attenuate heart regeneration (Gonzalez-Rosa et al., 2018; Han et al., 2020; Hirose et al., 2019; Patterson et al., 2017). *ect2* encodes a protein required for cleavage furrow abscission during cytokinesis that was shown to reduce cardiomyocyte binucleation when overexpressed in neonatal rat cardiomyocytes (Liu et al., 2019). In contrast, inactivation of *etc2* via knockout or ectopic expression of a dominant-negative isoform caused both binucleation and polyploidization in neonatal rat and adult zebrafish cardiomyocytes (Gonzalez-Rosa et al., 2018; Liu et al., 2019; Windmueller et al., 2020). Cenpf functions in sister chromatid separation by associating to the kinetochores from prometaphase to early anaphase (Liao et al., 1995; Rattner et al., 1993). Silencing Cenpf disrupts chromosome alignment and can cause cytokinetic failure (Holt et al., 2005), which increases the incidence of binucleation during cell division. In this study, we observed prolonged retention of the fibrotic scar in *cenpf^m/m^* hearts. In addition to fibrotic resolution impairment, we observed an accumulation of binucleated cardiomyocytes after ventricular resection in *cenpf* mutants, indicating disrupted cytokinesis. In contrast, no increase of binucleated cardiomyocytes in *foxm1^m/m^* was detected, which we reason to be due to the lack of cell-cycle activity in the mutant hearts. This does not exclude the possibility of polyploidy as this phenomenon was reported in both cardiomyocytes and hepatocytes from *Foxm1* knockout mice (Korver et al., 1998; Krupczak-Hollis et al., 2004; Ramakrishna et al., 2007), and it may be possible that *foxm1^m/m^* cardiomyocytes fail to progress beyond G_2_ and develop a 4n ploidy. Alternatively, as *FoxM1* mRNA and protein levels typically increase at the entry of S phase (Laoukili et al., 2008), it is also possible that *foxm1^m/m^* cardiomyocytes fail to progress beyond the G_1_/S checkpoint and prematurely exit from the cell cycle without doubling their DNA content and remain as mononucleated diploid cells that exhibit a quiescent phenotype. Additional experiments will determine whether premature cell cycle exit at the G_1_/S checkpoint or accumulation of 4n cardiomyocytes are reasons for the lack of proliferation in *foxm1* mutant hearts after cardiac injury.

Overall, we demonstrate that *foxm1* and *cenpf* are expressed in a specific subpopulation of regenerating cardiomyocytes at the injury border. Disrupting the Foxm1-Cenpf axis reduced cardiomyocyte proliferation and mitosis via decreased G_2_/M cell cycle gene expression. These results illustrate the importance of a specific transcription factor, Foxm1, in cardiomyocyte proliferation, and these studies could assist in designing strategies to improve regeneration in the adult mammalian heart (Cheng et al., 2017).

## MATERIALS AND METHODS

Zebrafish lines, antibodies, chemicals and reagents from suppliers and catalogue numbers are listed in Table S5.

### Zebrafish maintenance, ventricular amputation, and retro-orbital injections

All zebrafish experiments and protocols were performed according to protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Pittsburgh in agreement with National Institutes of Health (NIH) guidelines. Adult (6- to 18-month-old) WT AB*, *Tg(myl7:EGFP)^twu34^* (Huang et al., 2003), *Tg(wt1b:EGFP)^li1^* (Perner et al., 2007), mutant *dusp6^pt30a^* (Missinato et al., 2018), *erbb2st^61/+^* (Lyons et al., 2005), and mutant *cenpf^sa12296^*, *foxm1^sa10708^*, *hmmr^sa12528^* and *cenpf^sa12296^* were acquired from the Zebrafish International Resource Center (ZIRC) (Kettleborough et al., 2013). DNA was isolated using Proteinase K (10 mg/ml) denaturation following adult tail fin clips for genotyping assays. PCR genotyping for *dusp6^pt30a pt30a^*, *foxm1^sa10708/sa10708^*, *cenpf^sa12296/sa12296^* and *hmmr^sa12528/12528^* (Table S6) was performed and products were digested with the restriction enzymes Cla1, Sal1, Spe1 or Age1, respectively. TaqMan SNP assays (Thermo Fisher Scientific) using custom probes for *cenpf*, *foxm1* and *erbb2* (Table S6) were also used to identify mutant single-nucleotide polymorphisms.

Ventricular amputation was performed as previously described (Poss et al., 2002), with ∼20% of the ventricle apex being resected. Zebrafish were returned to the aquarium for standard feeding and husbandry before hearts were extracted for DNA, RNA or histology at specific time points.

Retro-orbital injections were performed as previously described (Missinato et al., 2018). For 5-ethynyl-2′-deoxyuridine (EdU) labeling, EdU (Thermo Fisher Scientific) was dissolved in 100% DMSO (Sigma-Aldrich) and diluted to 3 mg/ml in 1× PBS. For EdU labeling, 3 μl of 50% DMSO in 1× PBS (vehicle) or 3 mg/ml EdU was injected into the left eye of the zebrafish 1 day before extraction to allow for 24 h of circulation. Hearts were extracted at the desired endpoints and were fixed in 4% paraformaldehyde (PFA) for immunofluorescent (IF) staining. To inhibit Erbb2, 25 μM AG1478 (Sigma-Aldrich) in 50% DMSO/PBS was prepared. Then 3 μl of control 50% DMSO/PBS (vehicle) or 25 μM AG1478 was injected into the eye of the adult zebrafish every 24 h until 3 dpa when the hearts were extracted.

### RNA-seq sample preparation and data analysis

Total RNA was extracted from uninjured and 3 dpa ventricles from WT, *dusp6^pt30a/pt30a^* and *foxm1^sa10708/sa10708^* adult zebrafish. A minimum of eight hearts were pooled together for each condition and RNA was isolated as previously described. For RNA-seq, 0.1-0.5 μg RNA for each condition was sent to the Genomics Research Core at the University of Pittsburgh and to Tufts University for library preparation and sequencing. The raw sequence reads were processed and mapped to the Zebrafish Reference Genome GRCz11 using CLC Genomics Workbench 20. Differentially expressed genes were calculated within the CLC software package and classified based on an FDR≤0.01 and Log2FC≥0.59 for uninjured versus 3 dpa experiment. For the *foxm1* mutant heart RNA-seq study, differential expression was based on FDR≤0.05 and Log2FC≥0.59. FAC was performed using The Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang da et al., 2009; Sherman et al., 2022).

### qPCR

For qPCR experiments, total RNA was extracted from uninjured and hearts at 3 dpa using Trizol (Invitrogen) and RNeasy micro kit (Qiagen). Eight hearts were pooled together for each condition. Between 0.5-1 μg total RNA was reversed transcribed with SuperScript Reverse Transcriptase (Thermo Fisher Scientific). qPCR was performed as previously described (Missinato et al., 2015). Primers for qPCR are listed in Table S6. The graphs (Figs 1C and 4C) show a representative example with the mean and standard deviation of the three technical replicates in one biological experiment. At least two independent biological replicates were performed.

### scRNA-seq data analysis

The mouse single cell data was generated previously (Li et al., 2019) and downloaded from GEO under the accession number GSE122403. Isolated cardiomyocytes from left ventricles were used for the analysis, including cell cycle phase annotation and gene expression analysis in Seurat V3 following a procedure as described previously (Li et al., 2019).

### AFOG fibrosis assay

For fibrosis assays, uninjured and injured hearts were collected in ice-cold 1× PBS and fixed in 4% PFA in PBS for either 2 h at room temperature (RT) or overnight at 4°C. Hearts were transferred into a sucrose gradient (10%, 20%, 30% sucrose in 1× PBS; ∼1 h for each solution) and stored in 30% sucrose in 1× PBS at 4°C overnight. Hearts were embedded in Surgipath Cryo-Gel (Leica Biosystems) the following day, and samples were sectioned on a Leica CM1850 cryostat at 14 µm and were dried overnight at RT. For fibrosis staining, we performed AFOG staining, which labels muscle as orange-brown, collagen as blue and fibrin as red, as previously described (Poss et al., 2002). Images were taken with a Leica MZ16 microscope and Q Imaging Retiga 1300 camera. Fibrotic tissue was defined as the combined area of blue (collagen) and/or red (fibrin) pixels within the ventricular apex following apical resection. Fibrotic area was semi-qualitatively scored as 0 (no fibrotic tissue detected at the ventricle apex), 1 (small amount of fibrosis with some collagen and fibrin stain) or 2 (medium to large amount of fibrosis with collagen and fibrin stain). This method is preferable to measuring the accumulation of collagen/fibrin in smaller areas due to the variability between individual sections. Multiple sections were analyzed per individual heart. A quantitative calculation was measured as follows: fibrotic area and ventricle area were represented as pixels and were converted into microns squared (μm^2^) by measuring the length (in pixels) of 1 mm using the 5× objective. Scar area was calculated by dividing the fibrotic area by the ventricle area. The average scar area (μm^2^) was determined using four sections per individual heart. All scoring and analysis were performed by an experimenter blinded to the individual animal's genotype.

### Immunofluorescent and EdU staining

For IF staining, slides were washed in PBS-T, followed by deionized water, and were permeabilized using 4% hydrogen peroxide in 100% methanol for 1 h. Slides were washed in deionized water, then PBS-T, and incubated in IF blocking buffer (200 μl sheep serum, 100 μl DMSO, 20 μl TritonX-100, and 9680 μl of PBS). Primary antibodies used for IF staining were rabbit polyclonal anti-Mef2 (Santa Cruz Biotechnology) and mouse monoclonal anti-Pcna (Sigma-Aldrich). Secondary antibodies were Alexa Fluor 488 goat anti-rabbit IgG peroxidase conjugate (Invitrogen) and Alexa Fluor 594 goat anti-mouse IgG (H+L) (Invitrogen). For full antibody details see Table S5. Slides were treated with DAPI (Thermo Fisher Scientific), washed in PBS and sealed using Aqua-PolyMount (Polysciences). Images were taken on a Zeiss 700 confocal microscope using a 20× objective. Image analysis was performed using ImageJ Fiji (NIH). For EdU Click-It chemistry, heart sections were permeabilized using 4% Triton X-100 in 1× TBS at room temperature followed by 1× TBS washes. For the Click-It Reaction solution, the following reagents were added to a 1.5 ml tube: 1× TBS (752 µl), 1 M Cu(II)SO_4_ (4 µl), Alexa Fluor 594 azide (144 µl; Thermo Fisher Scientific) and 1 M (+)-sodium-L-ascorbate (100 µl). Click-It Reaction solution was added to the heart sections and slides incubated in the dark for 30 min. Slides were washed in 1× TBS and incubated with blocking buffer (1% bovine serum albumin/5% sheep serum in 0.2% Triton X-100 in 1× TBS). For staining, primary antibody for rabbit anti-Mef2a/Mef2c (Abcam) was used with goat anti-rabbit Alexa Fluor 488 (Thermo Fisher Scientific) as secondary antibody. To label nuclei, DAPI was used, and slides were sealed using Aqua-PolyMount.

### Cardiomyocyte proliferation index

After immunofluorescent staining of heart sections with Mef2 and Pcna, the cardiomyocyte proliferation index (%) was calculated from the number of Mef2^+^/Pcna^+^ divided by the total number of Mef2+ cells. A total of four sections were counted per individual heart and a minimum of two biological replicates used in each experiment.

### RNAscope

RNAscope [Advanced Cell Diagnostics (ACD)] was performed on uninjured and injured (3, 7 and 14 dpa) hearts isolated from AB*, *Tg(myl7:EGFP)^twu34^*, *Tg(wt1b:EGFP)^li1^* and mutant *foxm1^sa10708^* adult zebrafish. Hearts were fixed in 4% PFA, transferred into a sucrose gradient (10%, 20%, 30%) the following day at 4°C before cryopreservation overnight. Tissue was embedded in Surgipath Cryo-Gel and sectioned at 14 µm. RNAscope probe hybridization, amplification and immunostaining were performed following the protocol provided by the manufacturer. ACD designed all the probes used in this study and they are listed in Table S5. For some sections, following the final wash step of the RNAscope probe hybridization protocol, immunofluorescent staining was performed to better visualize endogenous GFP from the transgenic lines using primary antibodies, chicken anti-GFP (Aves Labs). Secondary antibodies for immunostaining were fluorescein goat anti-chicken 488 (Aves Labs). For full antibody details see Table S5. Slides were treated with DAPI (1:500). Images were taken on a Zeiss 700 confocal microscope using a 40× water objective. Image analysis was performed using ImageJ Fiji (NIH).

### RNAscope quantifications

Using ImageJ software, individual channels were converted into 8-bit images and the threshold was set to minimize the background signal. A myocardium mask was generated from an 8-bit threshold image in the GFP channel using *Tg(myl7:EGFP)^twu34^* or the auto-fluorescent 488 channel from non-transgenic hearts. The myocardium mask was applied over the 8-bit image with an individual probe and particles were analyzed using the ‘Analyze Particles’ tool to count the number of individual probes within the myocardium mask. A total of four sections were imaged per heart. An alternative method used was to calculate the correlated total cell fluorescence (CTCF). In the channel of an individual probe, ten regions of interest (ROIs) of equal size were drawn around sections of myocardium that expressed probe within 50 μm from the injury border. The mean of five ROIs taken from areas lacking both myocardium and probe served as the background fluorescence. CTCF was calculated as ‘CTCF=Integrated Density – (area of selected cell×mean background fluorescence)’ to calculate probe fluorescence. For graphs, CTCF is referred to as ‘Fluorescence (arbitrary units; a.u.)’. A total of four sections were imaged per heart.

### Cardiomyocyte dissociation

We performed ventricular resections on *Tg(myl7:EGFP)^twu34^*, *Tg(myl7:EGFP)^twu34^*:*cenpf^m/m^* and *foxm1^m/m^* adult zebrafish and collected hearts at 20 dpa. For a crude dissociation, we used the assay previously described by Gonzalez-Rosa et al. (2018). Individual hearts were extracted and placed in ice-cold dissection buffer (0.3% bovine serum albumin and 20 mM glucose in 1× PBS) before removing the bulbous arteriosus and atrium from the ventricle. The ventricles were cut into smaller pieces, washed in fresh dissection buffer for 5 min and treated with digestion solution [20 mM glucose 10 mM BDM into 1× Trypsin-EDTA (Thermo Fisher Scientific)] for 15 min with gentle agitation. Digestion solution was removed, ventricles were washed with dissection buffer+BDM (0.3% bovine serum albumin, 20 mM glucose and 10 mM BDM in 1× PBS). Following these washes, ventricles were treated in a collagenase digestion solution [20 mM glucose and 10 mM BDM in 100% Accumax solution (EMD Millipore)] for 45 min with occasional agitation. Ventricles were pipetted in the collagenase digestion solution to release single cells and solutions were pelleted by centrifugation at 400 ***g*** for 5 min. Collagenase solution was removed without disturbing the pellet, and cells were fixed with 4% PFA. Cells were pelleted by centrifugation (400 ***g*** for 5 min), fixative was removed and cells were resuspended in 1× PBS. Single cell suspension was spread onto SuperFrost Plus microscope slides and dried overnight.

### Binucleation counts

For fixed single cell suspension, slides were permeabilized in 0.5% Triton X-100 in 1× PBS and incubated in blocking buffer (5% goat serum and 0.1% Tween 20 in 1× PBS) for 30 min. Chicken anti-GFP was used as primary antibody for transgenic hearts and rabbit anti-troponin I (Abcam) was used for non-transgenic *foxm1^m/m^* hearts. For full antibody details see Table S5. Slides with primary antibody were incubated at 4°C overnight. Slides were washed in 0.5% NP40 in 1× PBS. Fluorescein goat anti-chicken antibody or goat anti-rabbit (Thermo Fisher Scientific) were used as secondary antibody and slides were incubated for 2 h. Slides were washed in 0.5% NP40 in 1× PBS. All slides were treated with DAPI for 10 min and were immediately washed in 1× PBS before being sealed using Aqua-PolyMount. Images were taken on a Zeiss 700 confocal microscope using a 20× objective and ImageJ FIJI (NIH). GFP^+^ binucleated cardiomyocytes were manually counted along with all other GFP^+^ mononucleated cardiomyocytes and the mean percentage+s.d. of mononucleated and binucleated cardiomyocytes was represented in a stacked bar graph.

### Statistical analysis

Statistical analyses were determined using GraphPad Prism version 9.3. Statistical significance was analyzed by two-tailed, unpaired Student's *t*-test, one-way ANOVA, two-way ANOVA or Fisher's exact test. Data are shown as mean±s.d. or mean±s.e.m. *P*<0.05 was considered significant.

## Supplementary Material

10.1242/develop.201163_sup1 Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

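The samples were adult zebrafish ventricles. In the injury experiment, uninjured hearts and hearts at 3 days post-amputation (dpa) had 1 library each of WT and of dusp6 mutant fish. In the foxm1 experiment, WT and foxm1 mutant hearts at 3 dpa had 3 libraries each, numbered as experiments 2, 3 and 4 in the sample labels and called replicates here. The paper gives a pool of at least 8 hearts per condition but not the number of hearts per library. The p-values measure the spread between libraries of pooled hearts and not between single hearts. The labels of the foxm1 libraries share numbers between the genotypes, but neither they nor the paper say what libraries of the same number share, so a fit with the number as a block was run as an alternative.

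The authors mapped the reads to GRCz11 and counted them per gene in CLC Genomics Workbench. Each deposited table of a library holds 25281 genes, with read counts (all reads in a gene, uniquely mapped reads, reads in exons and in introns), RPKM and TPM, the latter being each library's reads per kilobase scaled by the authors to a sum of 1000000. The authors' deposited tables of comparisons hold log2 fold changes, unadjusted p-values and FDR-adjusted p-values for 3 dpa and 7 dpa against uninjured hearts and for foxm1 mutant against WT hearts. In the tables for 3 dpa and for foxm1 mutants, the larger of the group means of each gene equals the mean of the libraries' RPKM, within a relative tolerance of 1e-06, for all 25281 genes. Hearts at 7 dpa were represented by the authors' comparison alone, and hearts at 20 dpa were not analysed here.

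The counts of all reads in a gene were used. Genes were filtered with edgeR's filterByExpr (at least 10 counts at the median depth in enough libraries and 15 in total), which kept 20408 genes in the injury comparison and 17618 in the foxm1 comparison. Library sizes were normalized with TMM, and levels are given as counts per 1000000 reads (CPM) on that scale. Groups were compared with the quasi-likelihood F test of edgeR (version 4.0.16, in R version 4.3.3). Genes were called at an adjusted p (Benjamini-Hochberg) of at most 0.01 at 3 dpa against uninjured and of at most 0.05 in foxm1 mutant against WT hearts, each with a log2 fold change of at least 0.59 in size, which are the study's thresholds. A comparison of dusp6 mutant with WT hearts across injury states used the same thresholds as the foxm1 comparison, with injury state as a second term.

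Before the data were examined, 29 gene lists were fixed, and each was tested with camera in limma (version 3.58.1) on voom values, with a preset correlation of 0.01 between genes and an adjusted p of at most 0.05 over the lists. Camera asks whether a list moves more than the other genes tested. Camera with an estimated correlation and fry, which asks whether the genes of a list move one way on balance without comparing them with other genes, were run beside it. Of the lists, 2 hold only the genes that the study measured by qPCR, which the study chose on these samples. The G2/M, glycolysis, insulin and AP-1 lists include those measured in foxm1 mutants among other genes. The genes named in the text follow a rule written before the data were examined, with the values in the paper's figures already seen. The rule takes every gene the paper names, the 8 genes with the largest positive and the 6 with the largest negative log2 fold change among those called (clone-based names skipped), and up to 3 genes with the lowest adjusted p of each list that passed, is named by the paper or marks a cell type. Genes outside it are said to have been chosen after their values were seen.

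The alternatives set before the data were examined were DESeq2's Wald test (version 1.42.0), edgeR's likelihood ratio test, size factors of the RLE method, other filters on low counts, uniquely mapped reads, the omission of haemoglobin and mitochondrial genes, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), other thresholds, the authors' p-values over the genes tested, all 10 libraries in one fit, the genotype or the replicate number as a block, and the omission of each library in turn. Alternatives chosen after seeing the data were an adjusted p of at most 0.1 at 3 dpa, exon reads, the omission of WT replicates 2 and 3 together, blocks with an estimated correlation and, for the genes higher at 3 dpa, the likelihood ratio test and DESeq2 without the G2/M and S phase genes. DESeq2 and the likelihood ratio test called more genes than the quasi-likelihood test in both comparisons.

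The tests were tried on 1 simulated data set per comparison, with counts drawn at the dispersion of these libraries and about 200 genes changed by 1, 2 or 3 on the log2 scale. These were a small share of the 19861 genes simulated for 3 dpa and the 17343 for foxm1 mutants. The simulated shares of false calls hold for that setting only. For 3 dpa against uninjured, the quasi-likelihood test called 0 of 193 changed genes, with the right sign in 186 of them and an unadjusted p under 0.05 in 4.60% of unchanged genes. DESeq2 called 4 of 65 genes changed by 1, 25 of 62 changed by 2 and 48 of 66 changed by 3, together with 149 unchanged genes, and the likelihood ratio test called 1, 7 and 36 of them with 66 unchanged genes. For foxm1 mutant against WT, the quasi-likelihood test called 6 of 63 genes changed by 1, 37 of 65 changed by 2 and 58 of 64 changed by 3, with 5 unchanged genes. In that comparison DESeq2 called 140 of the 192 changed genes and 59 unchanged genes, and the likelihood ratio test called 146 and 58. Camera called the list of 50 genes that was shifted by 0.5 and 0 of 28 unshifted lists in each simulation. The simulated genes were drawn independently, whereas the G2/M genes had estimated correlations of 0.798 at 3 dpa and 0.814 in the foxm1 comparison. The simulation therefore cannot show how camera acts on lists of correlated genes. In the other splits of the 6 foxm1 libraries, camera called from 4 to 17 lists.

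Reads assigned to genes numbered from 54229254 to 67236702 per library in the injury experiment and from 17654534 to 21245883 in the foxm1 experiment. No 2 libraries of a group differed by less than the sampling noise. The closest pair was WT replicates 2 and 3 of the foxm1 experiment, whose median chi-square per gene was 2.45 times the value expected from sampling alone.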

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

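The counts of other splits of the samples and the test with uniquely mapped reads were set before their results were seen, and the tests of wound tissue (both of them), of a single WT library, of the state of WT replicates 2 and 3 and of linked variants were chosen only after the results were seen.

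At 3 dpa, signals appeared in gene lists that the paper's text does not report from its sequencing of injured hearts, although it discusses some of them, such as AP-1 genes and glycolysis, from other work. Genes of fibroblasts and the extracellular matrix had a median log2 fold change of 2.69, of the epicardium 2.24 and of macrophages 1.37. Neutrophil genes had a median of 1.73, and erythrocyte genes, which include the haemoglobins, a median of 0.99. The AP-1 genes had a median of 1.73, the other immediate early genes 1.16 and the MAPK/ERK feedback and target genes 0.27. Lower medians were found for oxidative phosphorylation (−1.12), fatty acid oxidation (−1.18) and glycolysis (−0.87). Cardiomyocyte genes of the sarcomere had a median of −0.97, of calcium handling and conduction −0.96 and of dedifferentiation and embryonic genes −0.51, where the mean of the last list was −0.05. Genes of the circadian clock had a median of −0.37. Each of these lists passed camera, and with an estimated correlation their adjusted p was 0.430, apart from 0.635 for the dedifferentiation list. The circadian list lost its call without the uninjured WT library, the dedifferentiation list without the uninjured dusp6 mutant library and the MAPK/ERK list without the dusp6 mutant library at 3 dpa.

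In foxm1 mutant hearts, lists that the paper's text does not report from its sequencing of these hearts also passed camera. Glucocorticoid and fasting genes had a median log2 fold change of −0.40, other immediate early genes −0.38 and genes of smooth muscle and the outflow tract −0.26. The first 2 medians rest on WT replicates 2 and 3, since against WT replicate 4 alone they were 0.060 and 0.098, and with WT replicates 2 and 3 both left out, an alternative chosen after seeing the data, the glucocorticoid list did not pass (adjusted p = 0.766) and the immediate early list passed as a higher one (adjusted p = 0.0395). The medians were −0.15 for fibroblasts and the extracellular matrix, −0.13 for the hypoxia response, −0.10 for fatty acid oxidation and −0.078 for oxidative phosphorylation. Erythrocyte genes had a median of −0.11, epicardial genes −0.11 and MAPK/ERK feedback and target genes −0.099, the last with a median of 0.10 and 12 of 31 genes negative against WT replicate 4 alone. With an estimated correlation, adjusted p was 0.420 for the glucocorticoid, smooth muscle, matrix and erythrocyte lists and 0.496 for the others. The MAPK/ERK call ended without WT replicate 2, WT replicate 3, mutant replicate 3 or mutant replicate 4, the epicardium call without WT replicate 2, WT replicate 4 or mutant replicate 4, the erythrocyte call without WT replicate 4 or mutant replicate 4, the oxidative phosphorylation call without WT replicate 4 or mutant replicate 3, and the fatty acid oxidation and hypoxia calls without mutant replicate 3.

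The G2/M genes had a median log2 fold change of −0.23 in foxm1 mutant hearts, with 67 of 78 genes negative. Less wound tissue in the mutant pools would lower macrophage genes along with G2/M genes. The macrophage median lay 0.289 above the G2/M median (bootstrap standard error 0.0510, over genes), but the gap differed between WT libraries, at 0.203 (standard error 0.0771) against replicate 2, 0.0565 (standard error 0.109) against replicate 3 and 0.815 (standard error 0.0618) against replicate 4, so it leaves this explanation open. A second reading, written after these medians were known, from the matrix list (median −0.15, standard error 0.0275), macrophage list (0.055, standard error 0.0480) and epicardium list (−0.11, standard error 0.0448), leaves it open too, since these lists did not move alike. A higher level in 1 WT library cannot be told apart from an effect of the mutation: the median of the mutants was −0.063 against WT replicate 2 (standard error 0.0371), −0.20 against replicate 3 and −0.56 against replicate 4. Relative to the mean of the WT libraries, the G2/M median was lower in the mutant than in the WT library of the same number each time. It was −0.67 and −0.22 for replicate 2, −0.26 and −0.092 for replicate 3, and 0.048 and 0.29 for replicate 4. What libraries of the same number share is not known, so these values do not settle the question. The real split called 19 lists and the highest of the other splits of the 6 libraries 17, so 1 of 10 splits reached the real number, and 10 splits are too few for a share under 0.05. Loss of Foxm1, which the design names, stays among the open explanations.

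The insulin, glycolysis and AP-1 genes that the study measured (irs1, igfbp1a, igfbp6b, pfkfb4b, pkmb, fosab, fosb and jund) had a lower mean level in foxm1 mutant hearts. WT replicates 2 and 3 had a high level of the glucocorticoid-induced genes fkbp5 and klf9, with klf9 at 65.4 and 86.6 CPM against 5.16 in WT replicate 4 and 5.32, 15.9 and 8.36 in the mutants, genes chosen after their values were seen. Both genes also rose with injury in the injury experiment. There fkbp5 went from 7.99 to 414 CPM in WT and from 13.9 to 515 in dusp6 mutants, and klf9 from 2.88 to 22.5 and from 4.29 to 33.4. It is therefore not known which WT libraries depart from the usual level of injured hearts. The 8 genes had a median of −1.57 in the mutants against WT replicate 2, −1.75 against replicate 3 and −0.36 against replicate 4 (standard error 0.204). With WT replicates 2 and 3 both left out, igfbp1a had 0.024 and jund 0.21. The median of the 8 genes against replicate 4 lay within 2 standard errors of 0 but not by much, and 7 of the 8 genes were negative. That standard error comes from a bootstrap over genes and does not measure the spread between libraries. A candidate explanation for part of the difference remains a state in which WT replicates 2 and 3 differ from replicate 4. It does not account for pkmb, at 68.8, 69.3 and 69.9 CPM in WT replicates 2, 3 and 4 and from 39.2 to 51.7 in mutants, or for all of the difference in igfbp6b, at 35.1 CPM in WT replicate 4 and from 15.1 to 21.7 in mutants, and an effect of Foxm1 stays open. With DESeq2, the real split called 117 genes and another split, of WT replicates 2 and 3 and mutant replicate 2 against the rest, called 275, which points to a structure of the samples other than genotype.

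The 2 genes called in foxm1 mutant hearts, ptprz1b (log2 fold change −1.96) and si:dkey-240n22.3 (−3.31), are not named in the paper's text, and both lie on the chromosome of foxm1. With uniquely mapped reads si:dkey-240n22.3 had a log2 fold change of −3.19, which argues against reads shared between near-identical copies, and ptprz1b had −1.95. Exon reads alone, an alternative chosen after seeing the data, gave −1.27 for si:dkey-240n22.3 and −1.96 for ptprz1b. Of the reads of si:dkey-240n22.3, 2.41% lay in exons, so its value of −3.31 rests mostly on reads outside exons. Of 184 genes within 5 megabases of foxm1, 4.89% had an unadjusted p under 0.01, ptprz1b among them, against a median of 1.09% and a 95th percentile of 3.75% in 83 windows elsewhere, 4 of which reached that share, so variants inherited with the foxm1 allele may account for ptprz1b. This explanation was narrowed to ptprz1b after the positions were known, since si:dkey-240n22.3 lies 71.2 megabases from foxm1, outside that window. The real split called 2 genes and the highest of the other splits 0, so 1 of 10 splits reached the real number, too few splits for a share under 0.05, and regulation by Foxm1 stays open for both genes.

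A few genes with names moved in opposite directions at 3 dpa in WT and dusp6 mutant hearts, and the difference was not tested, since each genotype has 1 library per state. These genes were chosen after their values were seen, with clone-based names skipped. actc1a_1, an entry for a cardiac actin gene, had a log2 change of −5.42 in WT and of 5.66 in dusp6 mutants. slc22a21 had one of 3.32 in WT and of −3.87 in dusp6 mutants. cyp4v7 had one of 6.22 in WT and of −2.40 in dusp6 mutants, where it had 0 counts at 3 dpa, so that the last value depends on the prior count.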

How the results depend on the processing

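Alternatives named here as added were chosen after seeing the data, and the others were set before the data were examined. At 3 dpa against uninjured, the 0 genes called higher and 0 lower by edgeR's quasi-likelihood test became 1256 and 268 with DESeq2, 1122 and 154 with the likelihood ratio test, 1252 and 291 at an unadjusted p, 1192 and 159 with the authors' p-values over the genes tested, 1141 and 219 with all 10 libraries in one fit, and 779 and 89 at an adjusted p of 0.1 (added). Leaving out 1 library gave from 0 to 168 higher and from 0 to 5 lower, the highest without the dusp6 mutant library at 3 dpa, where the lone WT library was assumed to vary like the uninjured ones. The other alternatives, among them RLE factors, other filters, uniquely mapped reads, both TPM scales, an adjusted p of 0.05 and genotype as a block, gave 0 and 0, and log2(TPM + 1) shifted the median of all genes by 0.297. For foxm1 mutant against WT, the 0 higher and 2 lower became 65 and 52 with DESeq2, 71 and 52 with the likelihood ratio test, 326 and 322 at an unadjusted p, 92 and 120 with the authors' p-values, 1 and 0 with log2(TPM + 0.1), 0 and 0 with log2(TPM + 1), with all 10 libraries, with exon reads (added) and with WT replicates 2 and 3 both left out (added), and 0 and 1 with the replicate number as a block, with TMM or RLE. Leaving out 1 library gave from 0 to 23 higher and from 0 to 124 lower, with 18 and 124 without WT replicate 4. The correlations of same-numbered libraries were 0.0862, −0.0362 and 0.126 for replicates 2, 3 and 4. Replicates 2 and 4 correlated best with their own number. Neither WT replicate 3 nor mutant replicate 3 did, so the numbers were not taken as pairs. The margin was small for mutant replicate 2, which had 0.0859 with WT replicate 3. The circadian medians were −0.67 and −0.65 in WT and mutant replicate 4 and from 0.067 to 0.31 in the other libraries. A state shared by same-numbered libraries thus stays open, and the main test leaves it out. The block gave 3 higher and 17 lower lists. Of the lists, 12 higher and 7 lower at 3 dpa and 3 higher and 16 lower in foxm1 mutants became 0 and 0 in both comparisons with an estimated correlation, with fry, and with a block and an estimated correlation (added). Leaving out 1 library gave 12 to 13 higher and 6 to 8 lower lists at 3 dpa and 1 to 4 higher and 13 to 17 lower lists in foxm1 mutants, and leaving out WT replicates 2 and 3 together gave 7 and 9, with the AP-1 and other immediate early gene lists higher. The 0 genes called between dusp6 mutant and WT hearts in each direction (799 higher and 810 lower at an unadjusted p under 0.05) became 150 and 143 with DESeq2. Of the genes called higher at 3 dpa, a set of 0 genes by the quasi-likelihood test, DESeq2 in both comparisons called 11 lower and 6 higher in foxm1 mutants, 10 and 6 without the G2/M and S phase genes (added), and the likelihood ratio test 16 and 5 (added). For named genes there were 102 log2 fold changes, where a gene named in both comparisons counts in each, and each was computed under every alternative that applies. Of the values under alternatives set before, 1716 kept their direction and side of the threshold, 342 moved past it and 17 lost it, and under those added 150, 48 and 4 did. The 2 that reversed were igfbp1a at 0.024 and jund at 0.21, both with WT replicates 2 and 3 left out, where 1 WT library remains. The cause of these changes was not tested.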

Differences from the paper's values

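The paper reports 1149 genes increased and 153 decreased at 3 dpa against uninjured hearts, and edgeR's quasi-likelihood test called 0 and 0 at the paper's thresholds. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 1149 are DESeq2 (1256), the likelihood ratio test (1122), an unadjusted p (1252), the authors' p-values over the genes tested (1192) and all 10 libraries in one fit (1141). For the paper's 153 they are the likelihood ratio test (154), the authors' p-values (159) and all 10 libraries in one fit (219). The fit of all 10 libraries adds no replicate of the injury contrast, since the foxm1 libraries only enter its filter, scaling and estimate of the spread. The other alternatives, namely RLE factors, the other filters, uniquely mapped reads, the omission of haemoglobin and mitochondrial genes, both TPM scales, no fold threshold, genotype as a block, an adjusted p of 0.05 and the omission of each library, differ from both of the paper's counts, and DESeq2 (268) and an unadjusted p (291) differ from 153. The authors' deposited table holds 1147 genes increased and 151 decreased at these thresholds. Of the genes DESeq2 called, 1006 higher and 100 lower were also called in the authors' deposited table. Across genes, the log2 fold changes here and in the authors' deposited table had Pearson's r = 0.870, where genes are not independent replicates.

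For foxm1 mutant against WT hearts, the paper reports 246 genes increased and 159 decreased, and the quasi-likelihood test called 0 and 2. An unadjusted p (326) is the alternative within 1.5 times of the paper's 246, and for the paper's 159 the authors' p-values over the genes tested (120) and the fit without WT replicate 4 (124) are. The other alternatives, among them DESeq2 (65 and 52) and the likelihood ratio test (71 and 52), differ from both of the paper's counts. The authors' deposited table holds 102 genes increased and 123 decreased at an adjusted p of at most 0.05, 129 and 158 at an adjusted p of at most 0.1, and 236 and 281 at an unadjusted p of at most 0.01. Of the genes DESeq2 called, 53 higher and 46 lower were also called in the authors' deposited table, and Pearson's r across genes was 0.845.

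The paper counts ect2, plk1 and hmmr among the increased genes and reports foxm1, alx4a, pbx3b, kmt5ab and hdac7b as increased by qPCR. Of the 15 genes it names for injury, dusp6 aside, which include pou5f3 and zeb2b, 0 passed the quasi-likelihood test here while all 15 had a positive log2 fold change and 15 an unadjusted p under 0.05. DESeq2 and the likelihood ratio test each called 12 of them, and 13 are called in the authors' deposited table. For the foxm1 comparison, the paper counts cell cycle, insulin, glycolysis and AP-1 genes among those decreased. It also reports the 13 genes of Fig. 4C as decreased by qPCR, and irs1 and prc1b as decreased by in situ hybridization. In the sequencing data here, 0 of 17 genes (the 13 of Fig. 4C, foxm1, hmmr, ect2 and plk1) passed the quasi-likelihood test. Of these 17, 16, all but foxm1, had a negative log2 fold change. DESeq2 called 4 of them (igfbp6b, irs1, pkmb and fosb), the likelihood ratio test called 4, and 8 are called in the authors' deposited table, where ccnf (adjusted p = 0.261), cenpf (adjusted p = 0.181), prc1b (adjusted p = 0.383), g2e3 (adjusted p = 0.0596) and fosb (adjusted p = 0.0596) lie above 0.05. The paper describes insulin and AP-1 genes as lower in foxm1 mutants, and with WT replicates 2 and 3 both left out, a setting chosen after seeing the values, igfbp1a had a log2 fold change of 0.024 and jund one of 0.21. The log2 fold changes of irs1, igfbp6b, fosab and fosb stayed negative under every alternative, with highest values of −0.53, −0.98, −0.12 and −0.65. The paper's qPCR did not find pou5f3 and zeb2b raised at 3 dpa, and their log2 fold changes in the sequencing data were 2.56 and 1.68, with adjusted p = 0.148 and 0.0757 from edgeR's quasi-likelihood test, 0.0153 and 2.25e-05 from DESeq2, 0.0211 and 0.000640 from the likelihood ratio test and 0.0520 and 1.79e-05 in the authors' deposited table.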

Other observations

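The test of genes higher at 3 dpa with DESeq2 was set before the data were examined, and the same test with the likelihood ratio test was chosen after values were seen. The single genes named in this section, members of the lists among them, were also chosen after values were seen.

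In the injury experiment the changes of most gene lists were larger in WT than in dusp6 mutant hearts, a difference that was not tested, since each genotype had 1 library per state. The median log2 change from uninjured to 3 dpa was 3.68 in WT and 2.60 in dusp6 mutants for the G2/M genes, with 78 of 79 genes larger in WT. It was 1.88 and 0.91 for the S phase genes, and −1.71 and −0.84 for fatty acid oxidation, and of 46 matrix genes, 44 had a larger change in WT. The interferon genes had a median change of 0.073 in WT and 0.45 in dusp6 mutants, although 33 of 48 genes had a larger change, in size, in WT. Among matrix genes, col1a1a was at 3488 CPM in WT and 1251 in dusp6 mutant hearts at 3 dpa, postnb at 929 and 221, and fn1a at 1963 and 650. Over all genes tested, the median absolute log2 change was 0.637 in WT and 0.359 in dusp6 mutants, with Pearson's r = 0.60 between the changes across genes, which are not independent replicates.

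In the authors' deposited table for 7 dpa, most lists with large changes at 3 dpa lay closer to uninjured hearts. The medians of log2 fold change in that table were 1.67 for G2/M genes, 1.08 for S phase genes, 1.00 for matrix genes, −0.10 for oxidative phosphorylation, and −0.36 for fatty acid oxidation. Erythrocyte genes hardly moved, from a median of 0.97 in the authors' deposited table for 3 dpa to 0.91, and protein folding chaperones lay further from uninjured hearts, from 0.18 to 0.55. Of the 1245 genes that DESeq2 called higher at 3 dpa and that the 7 dpa table holds, 298 are among the 476 called higher there. Both comparisons use the same uninjured libraries, whose noise raises such an overlap, so it was not set against chance.

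Genes that DESeq2 called higher at 3 dpa were on balance lower in foxm1 mutants than other genes. Of 1238 such genes, 60.3% had a negative log2 fold change, against 48.4% of the other genes, with a median of −0.079 and an unadjusted p = 0.000544 from camera (p = 0.255 with an estimated correlation). For the 1078 genes called higher by the likelihood ratio test, the shares were 61.2% and 49.4%.

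Among genes of interferon and stress stat1b was at 74.0, 67.0 and 20.0 CPM in foxm1 mutant replicates 2, 3 and 4 and at 14.1, 19.6 and 15.5 in WT replicates 2, 3 and 4. isg15 was at 23.6, 27.8 and 30.3 in the mutants and at 5.85, 9.70 and 14.1 in WT. The clock gene per1a was at 45.5, 46.9 and 6.03 in WT replicates 2, 3 and 4 and at 17.2, 51.6 and 4.69 in mutant replicates 2, 3 and 4. The skeletal muscle gene mylpfa was at most 2.45 CPM in each library of the foxm1 experiment and at 10.6 and 7.99 CPM in WT and dusp6 mutant hearts at 3 dpa.

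Lists that did not pass at 3 dpa against uninjured had median log2 fold changes of −0.057 (insulin and IGF signalling), 0.19 (protein folding chaperones), 0.26 (interferon and antiviral response), 0.19 (T and NK cells), −0.081 (thrombocytes), −0.37 (endothelium and endocardium), 0.18 (smooth muscle and outflow tract), −0.043 (hypoxia response) and 0.12 (glucocorticoid and fasting response). The study's qPCR genes for injury (Fig. 1C) had a median of 3.28 at 3 dpa, with 9 of 12 called when adjusted over the list alone, and those for foxm1 mutants (Fig. 4C) a median of 1.93, with 6 of 13 called, and both lists passed camera (adjusted p = 0.430 each with an estimated correlation). The study chose both lists on these samples, so the first is not independent evidence at 3 dpa. In foxm1 mutants, the lists that did not pass had medians of 0.042 (protein folding chaperones), −0.21 (thrombocytes), −0.062 (cardiomyocyte sarcomere), 0.068 (cardiomyocyte calcium handling and conduction), 0.11 (dedifferentiation and embryonic genes), 0.017 (endothelium and endocardium), −0.18 (circadian clock), 0.036 (forkhead genes other than foxm1) and −0.11 (the study's qPCR genes of Fig. 1C).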
